# Type I Interferon: Potential Therapeutic Target for Psoriasis?

**DOI:** 10.1371/journal.pone.0002737

**Published:** 2008-07-16

**Authors:** Yihong Yao, Laura Richman, Chris Morehouse, Melissa de los Reyes, Brandon W. Higgs, Anmarie Boutrin, Barbara White, Anthony Coyle, James Krueger, Peter A. Kiener, Bahija Jallal

## Abstract

**Background:**

Psoriasis is an immune-mediated disease characterized by aberrant epidermal differentiation, surface scale formation, and marked cutaneous inflammation. To better understand the pathogenesis of this disease and identify potential mediators, we used whole genome array analysis to profile paired lesional and nonlesional psoriatic skin and skin from healthy donors.

**Methodology/Principal Findings:**

We observed robust overexpression of type I interferon (IFN)–inducible genes and genomic signatures that indicate T cell and dendritic cell infiltration in lesional skin. Up-regulation of mRNAs for IFN-α subtypes was observed in lesional skin compared with nonlesional skin. Enrichment of mature dendritic cells and 2 type I IFN–inducible proteins, STAT1 and ISG15, were observed in the majority of lesional skin biopsies. Concordant overexpression of IFN-γ and TNF-α–inducible gene signatures occurred at the same disease sites.

**Conclusions/Significance:**

Up-regulation of TNF-α and elevation of the TNF-α–inducible gene signature in lesional skin underscore the importance of this cytokine in psoriasis; these data describe a molecular basis for the therapeutic activity of anti–TNF-α agents. Furthermore, these findings implicate type I IFNs in the pathogenesis of psoriasis. Consistent and significant up-regulation of type I IFNs and their associated gene signatures in psoriatic skin suggest that type I IFNs may be potential therapeutic targets in psoriasis treatment.

## Introduction

Psoriasis is a debilitating skin disease that affects approximately 2% to 3% of the US population. Although originally viewed as a disease primarily caused by dysfunction of keratinocytes, psoriasis is now recognized as a complicated immune system disorder that involves the interplay of innate immunity and adaptive immune response [1]–[3]. Epidermal hyperplasia; aberrant keratinocyte proliferation and differentiation; angiogenesis; infiltration of T lymphocytes; dendritic cells and neutrophils; and elements of innate immunity are all thought to contribute to the pathogenesis of the disease [4], [5]. Currently, the biologics approved by the US Food and Drug Administration to treat psoriasis target either T cells or TNF-α. Alefacept (Amevive®, Astellas Pharma US, Inc.) inhibits CD2 cell binding to lymphocyte function–associated antigen 3 (LFA-3). Efalizumab (Raptiva®, Genentech, Inc., South San Francisco, CA) binds to the CD11a subunit of LFA-1, thereby preventing LFA-1 from binding to intercellular adhesion molecule 1. Etanercept (Enbrel®, Immunex Corporation, Thousand Oaks, CA), infliximab (Remicade®, Centocor, Inc., Malvern, PA), and adalimumab (Humira®, Abbott Laboratories, North Chicago, IL) are all TNF-α blockers and have clinical response rates that range from 25% to 50% in psoriatic patients. Despite the success of anti–TNF-α therapies, the involvement of TNF-α in disease pathogenesis is not yet fully understood.

The limited clinical response associated with some currently available therapeutics and uncertainties regarding the complexity of psoriasis raise the possibility of other factors being implicated in the pathogenesis. IL-12/IL-23 has been shown to be involved in psoriasis. IL-23 is a key inducer of IFN-γ synthesis in T cells. The activation of IFN-γ signaling in lesional skin of psoriatic patients has been confirmed by genomic profiling [6]. Increased expression of mRNAs encoding p19 and p40 subunits of IL-23 has been found in lesional skin of psoriatic patients [7]. In clinical trials of psoriasis treatments, targeting of IL-12/IL-23 has resulted in significant clinical benefits for patients. Administration of an anti–p40 antibody to a small number of psoriatic patients showed significantly improved clinical activity [8].

Recently, Mee et al showed that IL-1β was constitutively expressed by keratinocytes in vivo and overexpressed in lesional skin [9]. Boniface et al demonstrated that oncostatin M (OSM), a member of the IL-6 family of cytokines, was a potent keratinocyte activator similar to TNF-α, IL-1, IL-17, and IL-22. They also showed that OSM was associated with cutaneous inflammatory responses [10]. IL-22, an effector cytokine mainly produced by T cells, and IL-17 were found to mediate cross talk between the immune system and epithelial cells and might have essential functions in host defense and the pathogenesis of psoriasis [11]. It remains to be seen whether drugs directed at these potential therapeutic targets translate to meaningful clinical response rates in psoriasis patients.

Given the limited benefit and lack of mechanistic understanding of currently approved TNF-α blockers, as well as the preliminary nature of the studies of additional molecules, we wanted to identify other factors that might contribute to the pathogenesis of disease. Such factors could represent additional therapeutic opportunities. For the first time, we used the Affymetrix® whole genome U133 plus v2.0 array platform to profile a large panel of paired lesional and nonlesional skin biopsies from psoriatic patients and to compare the skin profiles from sex- and age-matched healthy donors.

## Results

### The IFNα/β signaling pathway is significantly activated in lesional skin of psoriatic patients

To identify characteristics of cutaneous alterations specific to psoriasis, we used an Affymetrix human genome U133 plus v2.0 array platform to profile skin samples from donors classified as normal (n = 21), 26 paired nonlesional and lesional skin biopsies from 24 psoriatic patients, and lesional skin biopsies from an additional 5 psoriatic patients (the paired nonlesional skin either did not yield sufficient cRNA for hybridization, or scanned arrays had high scaling factors that were more than 3-fold above the average). 

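Skin biopsies were profiled on 82 arrays of 54675 probe sets each: 21 arrays of normal skin, 28 of nonlesional and 33 of lesional psoriatic skin. A nonlesional and a lesional array share a pair number in 28 cases, and 5 lesional arrays have no partner. The paper gives 26 pairs from 24 patients in its results and from 26 in its methods, and neither its text nor the supplements read here mark which pairs those are, so all 28 pairs were kept. By the smaller number, some patients gave more than 1 pair. The labels do not tie pairs to patients, so no test allows for several pairs from 1 patient. The p-values of the main fit treat biopsies as independent, and those over pairs or with pair blocks treat pairs as independent. The deposited values are log2 intensities that the authors summarised with GC-RMA, so background correction and normalization between arrays had been done before deposit. Array medians ranged from 3.34 to 3.57. The 20th percentile of all values was 2.38, and probe sets near it lie close to background. Groups were compared with limma, with 1 mean per group over all 82 arrays. A probe set passed the threshold at a change of at least 2-fold and a Benjamini-Hochberg adjusted p of at most 0.05, and "up-regulated" and "down-regulated" are used for such probe sets. Fold changes are log2 differences between group means, with the standard error (SE) from the fit. Of the probe sets, 41097 name 1 gene, 1801 name several and 11777 name none. A gene with several probe sets is represented by the probe set in the paper's tables, otherwise by the probe set of the highest mean level. Among the genes of largest change it is the probe set of that change. The ratio of the 3' to the 5' actin control probe sets, which is higher in degraded RNA, was 2.91 ± 1.53 on the log2 scale in normal skin (SD, n = 21). It was 1.97 ± 0.63 in nonlesional (SD, n = 28) and 2.18 ± 1.21 in lesional skin (SD, n = 33). The ratio exceeded 4 on 4 normal, 1 nonlesional and 2 lesional arrays. The number of arrays limits the precision of every value.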

Probe-level summaries were calculated using the GC-RMA normalization algorithm in Stratagene's ArrayAssist® Lite software package. Significance analysis of microarrays with control of the false discovery rate (see Materials and Methods) was used to select differentially regulated genes in psoriasis (pairwise comparison among lesional and nonlesional skin, lesional skin and skin from healthy donors, and nonlesional and skin from healthy donors). Probe sets with ≥2-fold change and *q* value≤0.05 were considered to be differentially regulated.

Overall, we observed that 1408 probe sets were up-regulated and 1465 probe sets were down-regulated in lesional skin compared with nonlesional skin. 

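TCN1, which encodes a vitamin B12 binding protein of neutrophil granules, was 7.13 higher on the log2 scale in lesional than in nonlesional skin (SE 0.506, adjusted p = 1.88e-20, higher in 27 of 28 pairs). PI3, the elastase inhibitor elafin, rose by 7.12 (SE 0.399, adjusted p = 6.84e-26, 28 of 28 pairs). SPRR2C, of the small proline-rich family of the cornified envelope, rose by 6.73 (SE 0.307) and the protease inhibitor SERPINB3 by 6.34 (SE 0.345), both in 28 of 28 pairs. LTF and LCN2, the iron-binding and iron-scavenging antimicrobial proteins lactotransferrin and lipocalin 2, rose by 5.75 (SE 0.482) and 5.69 (SE 0.38). The largest fall was that of BTC, a ligand of the EGF receptor, which fell by 3.97 (SE 0.336, adjusted p = 1.01e-16, lower in 27 of 28 pairs). THRSP and FABP7, a regulator of lipogenesis and a fatty acid binding protein, fell by 3.60 (SE 0.683) and 2.64 (SE 0.486). C5orf46 fell by 2.78 (SE 0.33) and AHNAK2 by 2.76 (SE 0.337). In all, 1372 probe sets of 910 named genes were higher and 1388 of 800 named genes were lower in lesional than in nonlesional skin by limma. An unadjusted p under 0.05 was reached by 28225 of 54675 probe sets.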

Although the number of down-regulated genes outnumbered the up-regulated genes in lesional skin, the up-regulated genes generally showed a much larger magnitude of differential regulation overall. For example, 318 probe sets were up-regulated ≥4-fold in lesional skin, whereas only 84 probe sets were down-regulated by ≥4-fold in lesional skin. 

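Of the probe sets past the 2-fold threshold, 49.7% were higher in lesional skin. Which direction held more depended on the scaling. After quantile normalization 1506 were higher and 1197 lower, and with arrays centred on their medians 1430 and 1312. At a change of at least 4-fold, 303 probe sets of 211 named genes were higher and 78 of 46 named genes were lower, so that 79.5% were higher. The range ran from a rise of 8.11 for S100A7A, a paralog of psoriasin, to the fall of BTC at -3.97 on the log2 scale. KRT77, a keratin of suprabasal epidermis and sweat ducts, fell by 3.63 (SE 0.266) and stood next to BTC among the falls.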

Subsequently, our analysis focused mostly on the up-regulated genes.

Additionally, we observed that 460 probe sets were up-regulated and 489 probe sets were down-regulated in nonlesional skin compared with skin from healthy donors. 

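SLC44A5, of the choline transporter-like family, rose by 3.51 on the log2 scale in nonlesional over normal skin (SE 0.489, adjusted p = 6.48e-08), and the noncoding RNA genes MIR205HG and DNM3OS rose by 2.60 (SE 0.281) and 2.36 (SE 0.333). SPRR2G of the cornified envelope rose by 2.34 (SE 0.535), GPR15LG, a ligand of the lymphocyte receptor GPR15, by 2.33 (SE 0.388), EPPK1, a cytoskeletal linker of the plakin family, by 2.28 (SE 0.341) and the transcription factor MAF by 2.21 (SE 0.249). EPPK1 and MAF did not reach 2-fold as the mean of all their probe sets (0.96 and 0.86). Among the falls, SOCS3, an inhibitor of cytokine signalling, was lower by -3.40 (SE 0.4), the glycoprotein hormone STC1 by -3.38 (SE 0.391) and NAMPT, an enzyme of NAD synthesis, by -3.37 (SE 0.314). The glucose transporter SLC2A3 stood at -3.33 (SE 0.325, adjusted p = 9.7e-13). Counted over all probe sets, 425 were higher and 468 lower by limma, for 253 and 298 named genes, and 16102 had an unadjusted p under 0.05. At 4-fold, 14 were higher and 65 lower. The actin 3'/5' ratio was higher in normal than in nonlesional skin. Without the arrays above 4, a setting chosen after seeing the data, the counts were 387 and 447, and with the ratio as a covariate, also chosen after seeing the data, 405 and 442.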

The genes differentially regulated in nonlesional skin are mostly distinct from those altered in lesional skin. Figure 1 shows a Venn diagram of the probe sets altered in lesional skin and nonlesional skin. 

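Both comparisons share the nonlesional arrays, so that a low value there by chance would raise lesional over nonlesional and lower nonlesional over normal. Up-regulated in both were 34 probe sets, 2.5% of those up-regulated in lesional skin, against 10.7 for independent lists of these sizes. Among them were S100A9 (6.09 in lesional over nonlesional, 1.34 in nonlesional over normal skin), S100A7 (3.46 and 2.09) and S100A8 (3.41 and 1.54), and the protease inhibitor SERPINB4 (8.09 and 1.87). The cornified envelope genes LCE3D (4.61 and 1.98) and SPRR2G (2.91 and 2.34) and the skin ribonuclease RNASE7 (2.25 and 1.75) were among them too. With the nonlesional arrays split between the comparisons, in 2 ways, the overlap was 40 and 23.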

Only 36 of the 1408 up-regulated probe sets in lesional skin were also up-regulated in nonlesional skin. Similarly, only 43 of the 1465 probe sets down-regulated in lesional skin were also down-regulated in nonlesional skin. 

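The 33 probe sets lower in both comparisons, 2.4% of those down-regulated in lesional skin, compare with 11.9 for independent lists. They included FOS (-1.55 and -2.82), PDK4, a kinase that restrains glucose oxidation (-2.54 and -1.70), PPARGC1A, a coactivator of mitochondrial genes (-1.61 and -1.46), and the secretoglobin SCGB1D2 (-2.08 and -2.92). PDK4 and PPARGC1A were picked after their values were seen. More probe sets changed in opposite directions. Higher in lesional and lower in nonlesional skin were 65 (4.7%), such as CXCR4 (2.79 and -2.85), a chemokine receptor of lymphocytes, and CCL20, which rose by 3.67 in lesional and fell by 2.00 in nonlesional skin. Lower in lesional and higher in nonlesional skin were 94 (6.8%), such as CIRBP, a cold-inducible RNA binding protein (-2.49 and 1.46), and the photoreceptor cadherin CDHR1 (-2.40 and 1.40). CXCR4 and CIRBP too were picked after seeing the values. Independent lists would give 11.7 and 10.8. The same splits of the nonlesional arrays gave 81 and 21 lower in both, 54 and 58 higher then lower, and 92 and 84 lower then higher.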

Taken together, these data suggest that the molecular events and biological changes from nonlesional skin to lesional skin are mainly distinct from the differences between normal and nonlesional skin.

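Across all probe sets, the log2 fold change of lesional over nonlesional skin had a correlation of -0.078 with that of nonlesional over normal skin. It is a correlation across probe sets, which are not independent replicates. Simulated unchanged groups that share the nonlesional arrays gave -0.481 (mean of 20 simulations). The covariance was -0.012 against -0.00735 in the simulations, and the correlation was 0.015 and -0.117 when each comparison had its own split of the nonlesional arrays. From the small share of probe sets that changed in the same direction in both comparisons, the paper proposes that the changes from nonlesional to lesional skin are mostly other than those between normal and nonlesional skin.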

**Figure 1:**
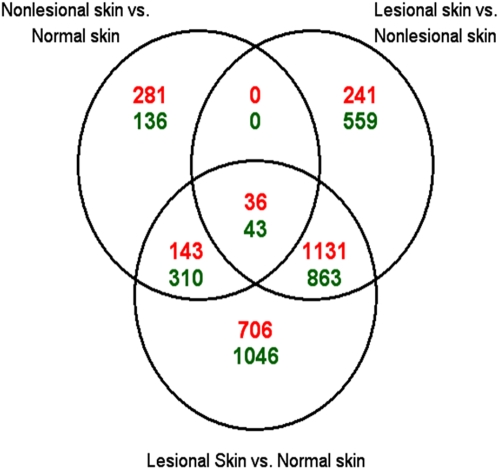
Probe sets found to be altered using microarray analysis. Venn diagram illustrates the number of probe sets that show altered expression at the mRNA level in all three combinations of lesional skin, nonlesional skin, and skin from healthy donors. Values shaded in red indicate the number of probe sets significantly up-regulated; values shaded in green indicate the number of probe sets significantly down-regulated. The intersecting regions represent probe sets that are common to the specific comparisons.

Of the genes up-regulated in lesional skin, CD4, CD69, IL-7R, and IL-2Rγ are T cell markers; CXCL9, CXCL10, CXCL11, CCL18, CCL19, and CCR7 are involved in T cell trafficking and recruitment; LAMP3, CD83, CD163, CD53, and CD24 are dendritic cell surface markers; IL-1β, IRAK2, IL-1F5, IL-1F6, and IL-1F9 are IL-1–inducible genes; IL-8 is a neutrophil-chemotactic factor whose production can be induced by IL-1, TNF-α and OSM. 

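T cell genes were up-regulated for 8 of 18 measured markers in lesional compared with nonlesional skin, and 0 were down-regulated by limma (0 lower also at an unadjusted p under 0.05). The list gave adjusted p = 0.0553 in limma's camera with an estimated correlation. LCK, the kinase of T cell receptor signalling, rose by 2.72 on the log2 scale (SE 0.247, adjusted p = 2.06e-15, 28 of 28 pairs) and the T cell adhesion receptor CD2 by 2.70 (SE 0.266). The cytokine receptor chains IL7R and IL2RG rose by 2.91 (SE 0.286) and 1.52 (SE 0.19) and the activation marker CD69 by 1.13 (SE 0.232). CD4 was higher by 0.55 (SE 0.131, adjusted p = 0.000357, 24 of 28 pairs), short of 2-fold. Of 14 chemokines and receptors of T cell traffic, 10 rose and CCL27, whose protein draws T cells to skin, fell (adjusted p = 0.0513 with an estimated correlation). CXCL9 rose by 3.80 (SE 0.382), CXCL10 by 3.67 (SE 0.354), CXCL11 by 1.27 (SE 0.263), CCL18 by 3.04 (SE 0.427), CCL19 by 2.25 (SE 0.471) and CCR7 by 2.26 (SE 0.232). Of 14 dendritic cell and macrophage genes 7 rose and 0 fell (0 lower also at an unadjusted p under 0.05; adjusted p = 0.0513 with an estimated correlation). LAMP3 and CD83, of mature dendritic cells, rose by 2.52 (SE 0.316) and 1.57 (SE 0.178), the fungal receptor CLEC7A by 3.14 (SE 0.216), and CD53 by 1.77 (SE 0.228). CD163, a scavenger receptor, rose by 1.06 (SE 0.44, adjusted p = 0.0452, 19 of 28 pairs). CD24, outside the list, rose by 3.11 (SE 0.211). Of 10 genes of the IL-1 family with IRAK2, 6 rose and IL37 fell (adjusted p = 0.0513 with an estimated correlation). IL36G rose by 4.79 (SE 0.331), IL36RN by 2.81 (SE 0.225), IRAK2 by 1.98 (SE 0.223), IL1B by 1.91 (SE 0.25) and IL36A by 1.35 (SE 0.245). Counts adjusted over each of these lists alone were the same. CD163 missed the adjusted p without the arrays of high actin ratio (0.0554) and with that ratio as a covariate (0.0515), and it, CD53 and IRAK2 averaged 0.68, 0.92 and 0.73 over all their probe sets.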

The strong overexpression of S100A family members and DEFB4 in lesional skin could result from both neutrophil infiltration and keratinocyte activation. 

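Genes of antimicrobial and S100 proteins rose in lesional over nonlesional skin for 10 of 11 measured members and fell for 0 (0 also at an unadjusted p under 0.05; camera with an estimated correlation, adjusted p = 0.000987). S100A7A rose on the log2 scale in 27 of 28 pairs (SE 0.407, adjusted p = 1.61e-28) and S100A12, a calgranulin of neutrophils, by 6.91 (SE 0.334, 28 of 28 pairs). S100A9, the partner of S100A8 in calprotectin, differed with an SE of 0.394, and S100A7 and S100A8 with SEs of 0.371 and 0.373. Other probe sets of S100A7A and S100A8 did not pass the threshold. The probe set that the paper's tables name DEFB4, for the beta-defensin 2 of keratinocytes, rose by 7.32 (SE 0.462, adjusted p = 4.69e-23). It was also 2.41 higher in nonlesional than in normal skin (SE 0.519, adjusted p = 0.000356). Of 9 neutrophil genes, 3 rose and 0 fell (0 lower also at an unadjusted p under 0.05; camera with an estimated correlation, adjusted p = 0.0104): S100A12, the chemokine receptor CXCR2 by 2.14 (SE 0.158) and the Fc receptor FCGR3B by 1.75 (SE 0.275). In nonlesional compared with normal skin, 4 of the 11 antimicrobial and S100 genes rose and LTF fell by 1.54 (SE 0.542). LTF did not pass without the arrays of high actin ratio (-0.97) or with that ratio as a covariate (-1.47). The list's test gave adjusted p = 0.646 with an estimated correlation.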

Overall, these observations agree with the well-known presence of T cells, dendritic cells, and neutrophils in lesional skin of psoriatic patients. It is also worth noting that IL-8 mRNA is highly up-regulated in lesional skin, whereas it is slightly down-regulated in nonlesional skin compared with skin from healthy donors (Table S1). This observation suggests an increase of neutrophil activity in lesional skin of psoriatic patients.

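CXCL8, which encodes IL-8, averaged 7.14 ± 2.63 in lesional skin (SD, n = 33), 2.48 ± 0.2 in nonlesional skin (SD, n = 28) and 3.74 ± 1.96 in normal skin (SD, n = 21), on the log2 scale. The nonlesional mean is close to the 20th percentile of all values. Its rise in lesional skin was 4.66 (SE 0.497, adjusted p = 1.28e-12, 26 of 28 pairs). In nonlesional compared with normal skin it was -1.25 (SE 0.559, adjusted p = 0.116 by limma), and adjusted p = 0.016 when only those 2 groups were fitted. Of 7 neutrophil attractants, CXCL8, CXCL1 (2.91, SE 0.297) and CXCL2 (2.44, SE 0.313) rose in lesional skin (adjusted p = 0.116 for the list with an estimated correlation). CXCL2 was also lower in nonlesional than in normal skin (-1.78). As the mean of its probe sets it did not reach 2-fold in either comparison (0.84 and -0.64).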

Many of the genes downregulated in nonlesional skin compared to normal skin are transcription factors such as JUN, JUNB, FOSB, ATF3, NR4A2, PER1, EGR1, MAFF (Table S3). This finding suggests that nonlesional skin, although overtly normal, has readily identifiable alterations at the transcript level. In contrast, the most downregulated genes in lesional skin compared to nonlesional skin include genes that encode structural, cell adhesion and tight junction proteins such as CLDN8, KRT1B, CNTNAP3B, PCDH21, PAPLN; immune response genes such as IL1F7, CCL27, F3; and genes involved in signaling pathways such as WIF1, ADRB2, TIMP3 (Table S2).

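Immediate early and stress genes, which cells switch on within minutes of a stimulus, were down-regulated together in nonlesional compared with normal skin. Of 21 measured members 18 fell and 0 rose (0 also at an unadjusted p under 0.05). JUN fell by 2.45 on the log2 scale (SE 0.205, adjusted p = 4.76e-15), JUNB by 1.80 (SE 0.211) and FOSB by 3.24 (SE 0.531), 3 subunits of AP-1. ATF3, a stress-induced factor, fell by 3.40 (SE 0.333, adjusted p = 1.1e-12), the nuclear receptor NR4A2 by 2.92 (SE 0.299), EGR1 by 2.64 (SE 0.348) and MAFF by 1.67 (SE 0.204). Every nonlesional array lay below the normal mean for JUN, JUNB, ATF3, NR4A2, EGR1 and MAFF, and 24 of 28 did for FOSB. The test of the list gave adjusted p = 0.000787 with an estimated correlation, and 18 fell when adjusted over the list alone. The probe set of PER1 names several genes and is not reported. The mean level of the list per array spread more in normal skin (SD 1.12, n = 21) than in nonlesional skin (SD 0.41, n = 28). Lesional skin, whose SD was 0.269 (n = 33), lay as far below normal skin: relative to normal skin, the mean score fell by 2.00 in lesional and by 1.99 in nonlesional skin.

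**Figure D1:**
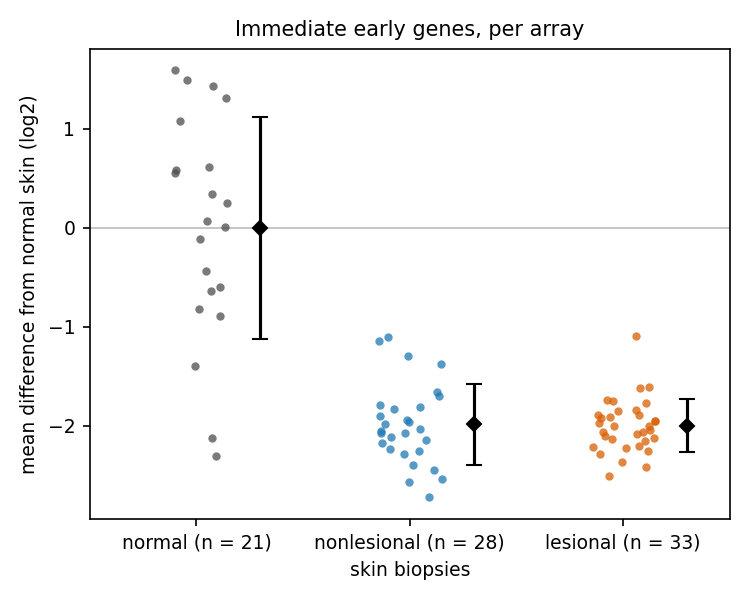
Score of the immediate early and stress genes per array, the mean log2 value of the list relative to the normal group, for normal (n = 21), nonlesional (n = 28) and lesional skin (n = 33). Points are arrays and bars give the mean and SD; the normal arrays spread more widely (SD 1.12) than the nonlesional (SD 0.41) and lesional arrays (SD 0.269).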

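Genes of tight junctions and cell adhesion fell in lesional compared with nonlesional skin for 6 of 16 measured members and rose for 1, CDH3 (1.55), the P-cadherin of basal keratinocytes. CLDN8, a claudin of tight junctions, fell by 2.98 on the log2 scale (SE 0.221, adjusted p = 1.8e-19, 28 of 28 pairs), CLDN23 by 2.00 and CLDN1, the main claudin of the epidermal barrier, by 1.53. CDHR1 (the paper's PCDH21) fell with an SE of 0.256 in 28 of 28 pairs, PAPLN, a matrix protein, by 2.14 (SE 0.262) and the probe set that the paper's tables name CNTNAP3B by 2.47 (SE 0.27). The list's call held with an estimated correlation (adjusted p = 0.0046) and its counts were the same when adjusted over the list alone. CCL27 fell by 2.83 (SE 0.291, adjusted p = 2.73e-13, 28 of 28 pairs) and F3, tissue factor, by 2.13 (SE 0.221). IL37 (IL1F7), an anti-inflammatory member of the IL-1 family, fell by 2.90 (SE 0.373), and by 2.37 (SE 0.283) on the probe set of the paper's table. The secreted WNT inhibitor WIF1 fell by 2.93 (SE 0.479, adjusted p = 4.93e-07, 26 of 28 pairs) and TIMP3, an inhibitor of metalloproteinases, by 2.32 (SE 0.324).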

To identify the signaling pathways altered in psoriasis, we performed an analysis using the GeneGo MetaCore pathway and network approach (see Materials and Methods). Overall, 22 signaling pathways were activated and 37 signaling pathways were suppressed (*P*<0.05) in lesional skin compared with nonlesional skin. All the putative signaling pathways activated were cytokine- and chemokine-mediated signaling pathways or were involved in immune responses. For example, in agreement with the literature [10], [12], IFN-γ, TNF-α, and OSM signaling pathways were activated in lesional skin of psoriatic patients. Of all the signaling pathways altered between lesional and nonlesional skin, the IFN-α/β signaling pathway was the most dominant and significant pathway (*P* = 6.6×10^−26^; Figure 2). 

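Of 14 measured genes of the type I IFN pathway drawn in Fig. 2, 4 were up-regulated in lesional compared with nonlesional skin and 0 down-regulated (2 lower at an unadjusted p under 0.05; adjusted p = 0.282 for the list with an estimated correlation). ISG15, a ubiquitin-like modifier, rose by 3.05 on the log2 scale (SE 0.27, adjusted p = 5.82e-16, 28 of 28 pairs) and IFI6, which protects cells from apoptosis, by 2.79 (SE 0.319, 26 of 28 pairs). The transcription factors IRF1 and IRF9 rose by 1.74 (SE 0.195) and 1.36. The receptor chain IFNAR1 was at -0.18 (SE 0.12, adjusted p = 0.215, lower in 17 of 28 pairs) and IFNAR2 at -0.03 (SE 0.157, adjusted p = 0.87). IFNAR2 turned to 0.04 after quantile normalization and to 0.20 as the mean of its probe sets.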

Components of the pathway, such as IFNAR1, IFNAR2, STAT1, IRF1, MPL, ISG15, and IFI6, were all significantly overexpressed in lesional skin compared with nonlesional skin of psoriatic patients. 

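Of 20 measured genes of WNT signalling, 2 rose and 2 fell in lesional compared with nonlesional skin (adjusted p = 0.192 for the list with an estimated correlation). WNT5A, a noncanonical WNT ligand, rose by 2.48 on the log2 scale (SE 0.219, adjusted p = 5.56e-16) and the receptor FZD5 by 1.90 (SE 0.207). The falls were WIF1 and the receptor FZD7 (-1.03, SE 0.2, picked after the count was seen), and 12 of the 20 were lower at an unadjusted p under 0.05. Of 11 genes of PDGF and growth factor signalling, 3 fell: PIK3R1, the regulatory subunit of PI3 kinase, by 1.68 (SE 0.203), PDGFD by 1.33 (SE 0.385) and PDGFC by 1.10 (SE 0.164). None rose by limma, also at an unadjusted p under 0.05, and the list gave adjusted p = 0.0595 with an estimated correlation. ESR1, the estrogen receptor alpha, was at 0.08 (SE 0.0674, adjusted p = 0.3).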

WNT, PTEN, PDGF, ESR1 and several cell adhesion pathways are among the most significantly suppressed pathways in lesional skin compared to nonlesional skin of psoriatic patients.

**Figure 2:**
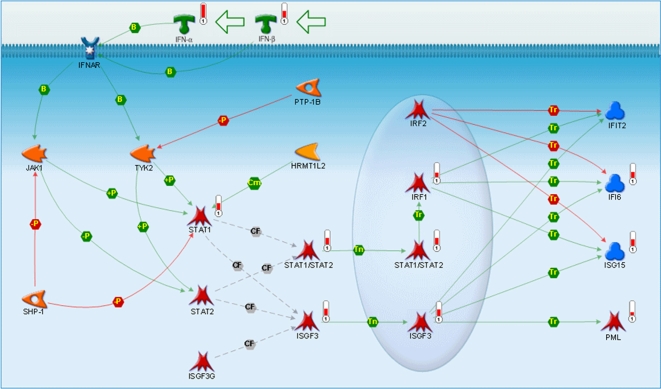
Type I IFN signaling pathway activated in lesional skin of psoriatic patients. Pathway image was generated with GeneGo's MetaCore integrated software suite. Individual symbols within the image represent well–characterized proteins or protein complexes. Arrows linking the proteins represent the stimulatory, inhibitory, or interactive effect of the protein on the target protein. Thermometers adjacent to the individual symbols represent relative expression levels (red indicates overexpression; blue indicates underexpression) of transcripts that encode the protein (or protein complex) within the particular pathway.

### Type I IFN–inducible genes are overexpressed in lesional skin of psoriatic patients

To determine the prevalence and magnitude of the overexpression of type I IFN–inducible genes in psoriasis, we first carried out ex vivo stimulation of healthy donor whole blood and in vitro stimulation of normal human keratinocytes with different members of the type I IFN family (see Materials and Methods and Supplemental Material) to identify type I IFN–inducible genes. We observed 689 probe sets (about 1.3% of all probe sets on the Affymetrix human genome U133 plus v2.0 array) that were uniformly up-regulated in whole blood following stimulation for 4 hours by 1 of the 9 IFN-α subtypes or by IFN-β. A total of 336 probe sets were down-regulated by IFN-α or IFN-β in the same experiment. In keratinocytes, many of these genes (i.e., IFIT1, IFIT2, IFIT3, RSAD2, ISG15, MX1, DDX58, IFI44, IFI44L) were also up-regulated following in vitro stimulation by IFN-α2a, an IFN-α subtype, or by leukocyte IFN (a mixture of type I IFNs). The top 50 probes upregulated by leukocyte IFN are listed in Table S4. The probes upregulated by IFN-α2a are similar to those by leukocyte IFN (data not shown).

From the list of probe sets that were identified to be type I IFN–inducible from the ex vivo stimulation studies, we identified 164 of 1408 probe sets (11.7%) that were up-regulated in lesional skin compared with nonlesional skin as being type I IFN-inducible. 

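Of the genes that IFN-β raised in cultured keratinocytes, OAS2, EPSTI1 and TYMP rose most in lesional compared with nonlesional skin. OAS2, an activator of RNase L, rose by 3.98 on the log2 scale (SE 0.314, adjusted p = 3.34e-18, 28 of 28 pairs), EPSTI1 by 3.96 (SE 0.275, adjusted p = 6.35e-21, 27 of 28 pairs) and TYMP, thymidine phosphorylase, by 3.75 (SE 0.292, 27 of 28 pairs). The list used here is that of Table S4, 176 probe sets raised by IFN-β in cultured keratinocytes and so chosen on other samples than these biopsies. The lists from whole blood are not used here, so the count is not of the same probe sets as the paper's. Of the 176 probe sets, 90 (51.1%) were up-regulated, which is 6.6% of all up-regulated probe sets. The count was also 90 when adjusted over the list alone. The median of the list was 1.04. With the probe sets shared with the IFN-γ list left out, 41 were up-regulated.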

Using Fisher exact test (1-tailed *t* test), the observed overexpression of type I IFN–inducible genes in lesional skin of psoriatic patients was found to be statistically significant (*P*<0.0001). 

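By chance, 4.4 of the 176 keratinocyte IFN-β probe sets would be among the up-regulated probe sets, against the observed 90 (one-sided Fisher's exact test, p = 3.62e-95). This test takes probe sets as independent. In camera, which allows for correlation between them, the list was higher in lesional skin with p = 2.86e-39 at the preset correlation and p = 0.00178 with an estimated correlation. A list of 101 probe sets raised by leukocyte IFN in keratinocytes (Table S4) had 60 up-regulated (59.4%, Fisher p = 3.34e-69, p = 0.00155 from camera with an estimated correlation) and 0 down-regulated by limma (4 lower at an unadjusted p under 0.05). Among the genes of these lists, CMPK2, a mitochondrial nucleotide kinase, rose by 3.47 (SE 0.27) and IFI27 by 3.16 (SE 0.313). CMPK2 and IFI27 were picked after their values were seen.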

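Among the 100 probe sets with the largest rise in lesional over nonlesional skin, all at a log2 fold change of 2.92 or more, 17 belong to the keratinocyte IFN-β list (one-sided Fisher's exact test, p = 1.02e-24). They include RSAD2, an inhibitor of viral replication (3.35, SE 0.298), the antiviral GTPase MX1 (3.18, SE 0.261) and IFI44L (3.08, SE 0.295). The copy of Table S1 read here holds 99 probe sets, and 97 of them are among the 100.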

We also observed that 19 of the top 100 (Table S1) most up-regulated probe sets in lesional skin were type I IFN–inducible genes, indicating an enrichment of type I IFN–inducible genes among the most overexpressed genes in lesional skin of psoriatic patients. 

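CD274, the ligand of PD-1, rose by 3.87 on the log2 scale in lesional over nonlesional skin (SE 0.296) and SLAMF7, a receptor of lymphocytes and plasma cells, by 2.61 (SE 0.167), both on probe sets of Table 1. Of the 50 probe sets of Table 1, 50 were up-regulated and 0 down-regulated by limma, with log2 fold changes from 2.10 to 4.47 and a median of 2.54. The authors chose these probe sets on these biopsies for their rise, so the count is not independent evidence of it. Of the 50, 33 are in the keratinocyte IFN-β list and 15 in the IFN-γ list. CD274 and SLAMF7 were picked after their values were seen.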

Table 1 lists the top 50 most up-regulated type I IFN–inducible genes (expressed sequence tags [ESTs] and hypothetical proteins are excluded from the list) in lesional skin of psoriatic patients.

**Table 1:** Fold Changes (fc; log_2_ transformed) and q Values (Calculated by FDR) for the Top 50 Most Up-regulated Type I IFN-Inducible Genes in Psoriatic Lesional Skin Versus Nonlesional Skin.

				Lesional vs Nonlesional		Nonlesional vs Normal	
Probe ID	Unigene ID	Gene Title	Gene Symbol	log2.fc	q value	log2.fc	*q* Value
219403_s_at	Hs.44227	heparanase	HPSE	4.598	4.46E-22	0.226	0.2359
204972_at	Hs.414332	2′-5′-oligoadenylate synthetase 2, 69/71 kDa	OAS2	4.098	8.57E-14	0.096	0.289
205660_at	Hs.118633	2′-5′-oligoadenylate synthetase-like	OASL	4.03	1.34E-12	0.029	0.2034
227609_at	Hs.546467	epithelial stromal interaction 1 (breast)	EPSTI1	4.002	1.14E-14	−0.254	0.108
227458_at	—	—	—	3.859	9.31E-14	−0.591	0.0545
219352_at	Hs.529317	hect domain and RLD 6	HERC6	3.842	9.49E-16	−0.46	0.0481
216834_at	Hs.75256	regulator of G-protein signalling 1	RGS1	3.809	2.47E-17	−5.269	0
204533_at	Hs.632586	chemokine (C-X-C motif) ligand 10	CXCL10	3.697	2.97E-12	0.338	0.1302
226702_at	Hs.7155	hypothetical protein LOC129607	LOC129607	3.572	2.37E-16	−0.156	0.265
242625_at	Hs.17518	radical S-adenosyl methionine domain containing 2	RSAD2	3.403	1.65E-12	−0.07	0.3131
213797_at	Hs.17518	radical S-adenosyl methionine domain containing 2	RSAD2	3.243	3.36E-10	0.004	0.3621
202086_at	Hs.517307	myxovirus (influenza virus) resistance 1	MX1	3.235	5.28E-14	0.05	0.3345
205552_s_at	Hs.524760	2′,5′-oligoadenylate synthetase 1, 40/46 kDa	OAS1	3.222	2.41E-14	0.328	0.1367
210797_s_at	Hs.118633	2′-5′-oligoadenylate synthetase-like	OASL	3.216	1.63E-09	0.005	0.3494
204439_at	Hs.389724	interferon-induced protein 44-like	IFI44L	3.205	4.73E-13	0.12	0.3007
202411_at	Hs.532634	interferon, alpha-inducible protein 27	IFI27	3.165	4.81E-12	−0.154	0.2688
202869_at	Hs.524760	2′,5′-oligoadenylate synthetase 1, 40/46 kDa	OAS1	3.15	2.47E-14	0.248	0.214
205483_s_at	Hs.458485	ISG15 ubiquitin-like modifier	ISG15	3.088	4.73E-13	−0.273	0.1101
209969_s_at	Hs.565365	signal transducer and activator of transcription 1, 91 kDa	STAT1	2.993	7.95E-17	0.199	0.2007
228531_at	Hs.65641	sterile alpha motif domain containing 9	SAMD9	2.846	5.42E-14	−0.033	0.3536
204415_at	Hs.523847	interferon, alpha-inducible protein 6	IFI6	2.769	7.23E-09	−0.045	0.2907
214453_s_at	Hs.82316	interferon-induced protein 44	IFI44	2.679	1.94E-12	0.086	0.3262
222838_at	Hs.517265	SLAM family member 7	SLAMF7	2.659	1.60E-16	−0.046	0.3122
219684_at	Hs.43388	receptor transporter protein 4	RTP4	2.649	3.73E-11	0.497	0.0491
203127_s_at	Hs.435661	serine palmitoyltransferase, long chain base subunit 2	SPTLC2	2.628	1.04E-20	−1.016	0.0002
205569_at	Hs.518448	lysosomal-associated membrane protein 3	LAMP3	2.569	2.64E-09	0.293	0.2287
219691_at	Hs.65641	sterile alpha motif domain containing 9	SAMD9	2.559	1.30E-13	0.011	0.3735
223220_s_at	Hs.518200	poly (ADP-ribose) polymerase family, member 9	PARP9	2.553	1.08E-15	0.069	0.3142
AFFX-HUMISGF3A/M97935_MA_at	Hs.565365	signal transducer and activator of transcription 1, 91 kDa	STAT1	2.525	1.64E-10	0.706	0.0334
212268_at	Hs.381167	serpin peptidase inhibitor, clade B (ovalbumin), member 1	SERPINB1	2.51	3.02E-15	−0.605	0.0775
216202_s_at	Hs.435661	serine palmitoyltransferase, long chain base subunit 2	SPTLC2	2.507	1.17E-13	−0.682	0.0169
229450_at	—	—	—	2.492	1.50E-14	0.224	0.2067
208436_s_at	Hs.166120	interferon regulatory factor 7	IRF7	2.448	6.90E-15	−0.578	0.0161
AFFX-HUMISGF3A/M97935_5_at	Hs.565365	signal transducer and activator of transcription 1, 91 kDa	STAT1	2.444	3.03E-10	0.516	0.0585
204747_at	Hs.47338	interferon-induced protein with tetratricopeptide repeats 3	IFIT3	2.424	2.15E-14	0.365	0.0722
229390_at	Hs.381220	hypothetical protein LOC441168	RP1-93H18.5	2.4	2.59E-12	−0.369	0.1143
218400_at	Hs.528634	2′-5′-oligoadenylate synthetase 3, 100 kDa	OAS3	2.397	3.83E-14	0.179	0.1163
235276_at	—	—	—	2.386	3.61E-15	0.057	0.3277
203153_at	Hs.20315	interferon-induced protein with tetratricopeptide repeats 1	IFIT1	2.351	1.17E-10	0.054	0.3445
210873_x_at	Hs.348983	apolipoprotein B mRNA editing enzyme, catalytic polypeptide-like 3A	APOBEC3A	2.348	1.35E-07	−0.048	0.3012
204698_at	Hs.459265	interferon stimulated exonuclease gene 20 kDa	ISG20	2.337	1.50E-12	−0.644	0.0505
232666_at	Hs.528634	2′-5′-oligoadenylate synthetase 3, 100 kDa	OAS3	2.236	4.50E-10	0.077	0.0482
222881_at	Hs.44227	heparanase	HPSE	2.23	3.47E-15	0.221	0.1713
205241_at	Hs.567405	SCO cytochrome oxidase deficient homolog 2 (yeast)	SCO2	2.208	1.90E-17	−0.285	0.0852
AFFX-HUMISGF3A/M97935_MB_at	Hs.565365	signal transducer and activator of transcription 1, 91 kDa	STAT1	2.205	5.29E-10	0.397	0.1022
206553_at	Hs.414332	2′-5′-oligoadenylate synthetase 2, 69/71 kDa	OAS2	2.183	1.34E-09	0.043	0.1476
207387_s_at	Hs.1466	glycerol kinase	GK	2.16	9.38E-14	0.014	0.3749
219716_at	Hs.257352	apolipoprotein L, 6	APOL6	2.123	3.03E-11	−0.126	0.1925
202270_at	Hs.62661	guanylate binding protein 1, interferon-inducible, 67 kDa	GBP1	2.113	4.67E-14	−0.053	0.3137
AFFX-HUMISGF3A/M97935_3_at	Hs.565365	signal transducer and activator of transcription 1, 91 kDa	STAT1	2.11	3.93E-17	−0.148	0.1286

Also listed are the log_2_ transformed fold changes and q values for these genes when comparing nonlesional skin with 21 healthy skin controls. Data were generated from 26 paired nonlesional and lesional skin (3 nonlesional skin biopsies were dropped from analysis due to technical issues, see Materials and Methods) from 24 psoriatic patients and 5 lesional skin biopsies from 3 psoriatic patients using SAM and FDR in R (see Materials and Methods). The GC-RMA normalized raw microarray data is available at: http://www.medimmune.com/translationalscience/data/psoriasis2007.

Next, we asked whether type I IFN–inducible genes are also significantly overexpressed in nonlesional skin of psoriatic patients compared with skin from normal donors. 

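Few genes of the keratinocyte IFN-β list differed between nonlesional and normal skin. ZC3HAV1, which directs the decay of viral RNA, rose by 1.55 and by 1.38 on the log2 scale on its probe sets (SE 0.163 and 0.165), and TRIM25, the ubiquitin ligase that activates RIG-I, rose by 1.27 (SE 0.138). CH25H, which makes 25-hydroxycholesterol, fell by 1.78 (SE 0.319) and NCOA7 by 1.10 (SE 0.182). NCOA7 was picked after the count was seen. These are 3 up-regulated and 2 down-regulated probe sets of 176, against 1.4 expected up-regulated (two-sided Fisher's exact test, p = 0.158), and 0.7% of all up-regulated probe sets. Camera gave p = 0.87 with an estimated correlation. The 3 up-regulated probe sets are also in the IFN-γ list. At an unadjusted p under 0.05, 16 of the 176 were higher and 28 lower.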

Of all the probe sets that are overexpressed in nonlesional skin of psoriatic patients compared with skin from healthy donors, only 1% (5 probe sets) are type I IFN–inducible. The overexpression of type I IFN–inducible genes was not significant (Fisher exact test [2-tailed *t* test]; *P* = 0.581) in nonlesional skin of psoriatic patients. From Table 1, we observe that for those genes up-regulated in lesional skin compared with nonlesional skin in psoriatic patients, nearly all are expressed at similar levels in nonlesional skin compared with skin from healthy donors (several genes [eg, RGS1 and SPTLC2] are down-regulated in nonlesional skin compared with skin from healthy donors). This observation was also confirmed by pathway analysis in which the IFN-α/β signaling pathway was not significantly altered in nonlesional skin compared with skin from healthy donors (*P* value close to 1). 

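RGS1, a regulator of chemokine receptor signalling in lymphocytes, fell by 5.20 on the log2 scale in nonlesional compared with normal skin (SE 0.419, adjusted p = 1.35e-15, 28 of 28 nonlesional arrays below the normal mean), the largest fall of that comparison. SPTLC2, a subunit of the first enzyme of sphingolipid synthesis, was at -0.96 (SE 0.171, adjusted p = 1.64e-05), short of 2-fold, and passed at -1.02 with the actin ratio as a covariate, a setting chosen after seeing the data. In lesional over nonlesional skin they rose by 3.75 (SE 0.373) and 2.56 (SE 0.152). Of the 50 probe sets of Table 1, 49 did not pass the threshold between nonlesional and normal skin, 1 was lower and 0 were higher by limma. The values ran from -5.2 to 0.68 with a median of 0.01, and 2 had an adjusted p under 0.05, both lower. At an unadjusted p under 0.05, 1 was higher and 7 were lower.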

Figure 3 shows the relative expression of 3 type I IFN–inducible genes (HPSE, OASL, and HERC6) and 1 gene that is not IFN–inducible (SERPINB4) in lesional skin compared with nonlesional skin, and in nonlesional skin compared with skin from healthy donors. The expression of these genes in lesional skin compared with nonlesional skin is statistically significant, and on average, 12- and 250-fold higher,, whereas the mRNA levels of these genes remain unaltered in nonlesional skin compared with skin from healthy donors.

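HPSE, the heparanase that cleaves heparan sulfate, was 22.2-fold higher in lesional than in nonlesional skin, a log2 fold change of 4.47 (SE 0.245, adjusted p = 2.03e-26, 28 of 28 pairs). OASL, an oligoadenylate synthetase-like protein, rose by 3.24 (SE 0.339, 27 of 28 pairs) and by 3.93 (SE 0.296) on its probe sets in Table 1, and HERC6, a ubiquitin ligase, by 3.69 (SE 0.27, 28 of 28 pairs). Another probe set of HERC6 did not pass the threshold. The rise of SERPINB4, a serpin of squamous epithelium, had an SE of 0.541 (adjusted p = 1.03e-21, 27 of 28 pairs). Between nonlesional and normal skin, HPSE was at 0.23 (SE 0.275, adjusted p = 0.574), OASL at -0.01 (SE 0.381, adjusted p = 0.985) and 0.03 (SE 0.333, adjusted p = 0.963) and HERC6 at -0.42 (SE 0.303, adjusted p = 0.338). The lower value of OASL was at 0.01 after quantile normalization, as was the mean of its probe sets. SERPINB4 passed the threshold there (SE 0.608, adjusted p = 0.0238, 21 of 28 nonlesional arrays above the normal mean), and its adjusted p was 0.0648 when only those 2 groups were fitted.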

**Figure 3:**
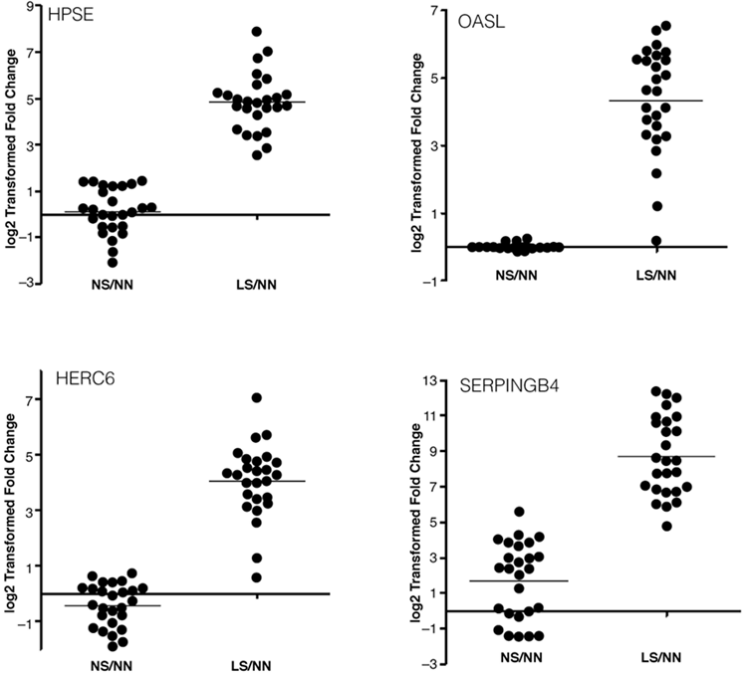
Relative expression of selected genes. Shown are three type I IFN–inducible genes (HPSE, OASL, and HERC6) and 1 gene that is not type I IFN–inducible (SERPINB4) in lesional skin (LS) compared with nonlesional skin (NS) in psoriatic patients, and in NS compared with skin from healthy donors (NN) based on microarray data. The fold changes of these genes in LS are compared with their paired NS, and NS is compared with the average of 21 NN controls. The horizontal bars represent the average fold change. The *P* values for the relative expression of HPSE, OASL, HERC6, and SERPINB4 between NS and NN, and between LS and NS are (listed in pairs): 0.468, <0.00001; 0.376, <0.00001; 0.03, <0.00001; 0.0002, <0.00001, respectively.

Figure 4A shows a heat map of unsupervised hierarchical clustering of the 164 up-regulated type I IFN–inducible probe sets in all lesional and nonlesional skin from psoriatic patients and skin from healthy donors. These samples segregate into 2 large clusters: one composed of all lesional skin biopsies and the other composed of all normal and nonlesional skin samples. This observation demonstrates that the magnitude of the overexpression of type I IFN–inducible genes in lesional skin is distinct from that in nonlesional skin or skin from healthy donors.

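On the 176 keratinocyte IFN-β probe sets, relative to the normal mean, clustering by 1 - Pearson correlation with average linkage parted the arrays into a group of 15 normal, 28 nonlesional and 33 lesional arrays and a group of 6 normal arrays. The leukocyte IFN list gave the same numbers per group. The probe sets of Table 1 gave 10 normal, 28 nonlesional and 33 lesional arrays against 11 normal arrays. With Euclidean distance and Ward linkage on the IFN-β list, 25 lesional arrays formed a group of their own, and 21 normal, 28 nonlesional and 8 lesional arrays the other. A correlation distance compares the pattern across probe sets and not its size, so it cannot test a difference in magnitude. Euclidean distance does use the size. The paper's text names neither the distance nor the linkage. Its cluster in Fig. 4 holds 23 nonlesional biopsies, and all 28 were used here.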

**Figure 4:**
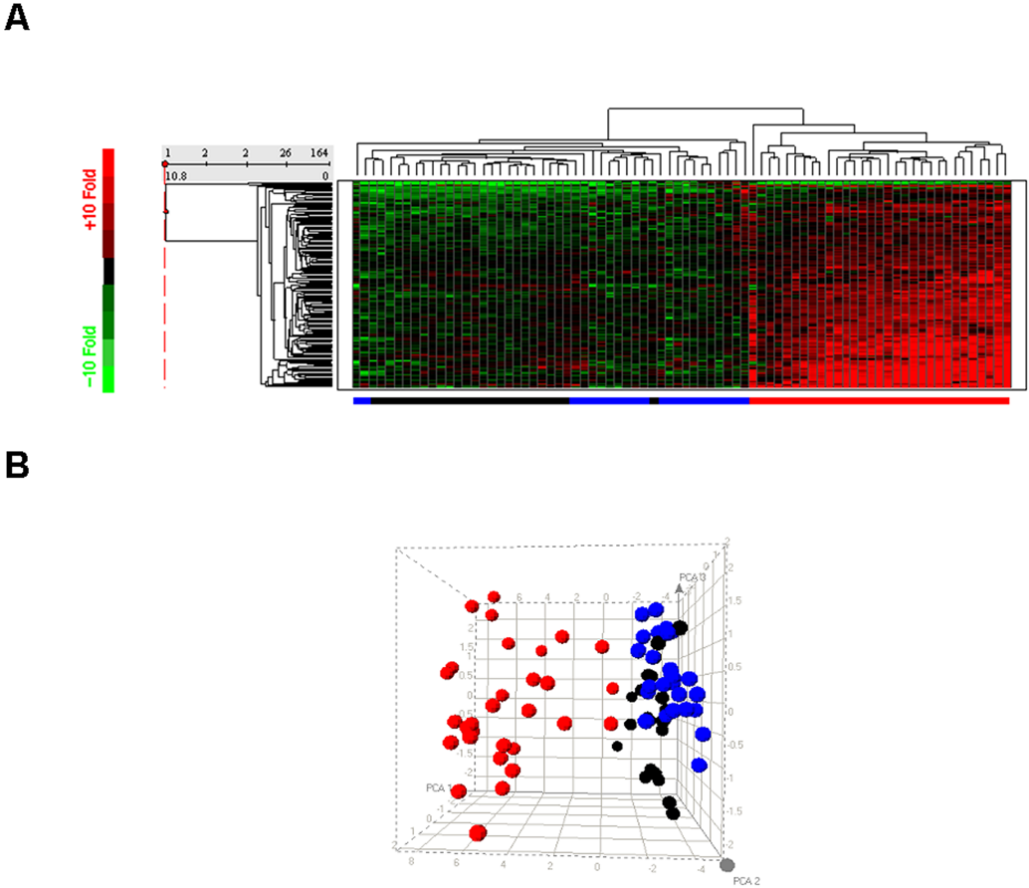
Clustering of up-regulated genes. A, Hierarchical clustering of all psoriasis samples profiled (blue: 21 normal, black: 23 paired nonlesional, and pink: 26 lesional skin from psoriatic patients; and red: 5 unpaired lesional skin from 3 psoriatic patients) using the 164 up-regulated type I IFN–inducible probe sets in lesional skin compared with those in mostly paired nonlesional skin. Each row corresponds to a single probe set; each column corresponds to a single sample. Branch lengths indicate the degree of similarity with joined samples, with a longer branch indicating a less similarity between joined samples. Red represents up-regulation vs control (ie, average expression of 21 normal samples), and green represents down-regulation vs control. B, 3-dimensional PCA plot of all psoriasis samples profiled using the 164 up-regulated type I IFN–inducible probe sets in lesional skin compared with those in mostly paired nonlesional skin. Each point represents 1 sample (blue: skin from healthy donors, black: nonlesional skin, red: lesional skin).

Figure 4B shows the principal components analysis (PCA) plot of the same samples shown in Figure 4A using the same 164 type I IFN–inducible probe sets. PCA is a mathematical calculation that reduces the dimensionality of the data set so that each individual sample can be viewed in a 2- or 3-dimensional plot. Skin biopsies from healthy donors and nonlesional skin biopsies are mostly clustered together, which suggests that they have comparable level of expression of type I IFN–inducible genes. Furthermore, the analysis shows that the majority of lesional skin biopsies clearly separate from normal and nonlesional skin biopsies. This indicates that most of these patients had overexpression of the type I IFN–inducible genes, and that was distinct from those in the other 2 groups. 

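The mean log2 level of the keratinocyte IFN-β genes relative to normal skin, a score per array, was -0.025 ± 0.233 in nonlesional skin (SD, n = 28) and 0 ± 0.201 in normal skin (SD, n = 21). The difference was smaller than the spread between arrays (permutation test, two-sided, p = 0.699). On the first principal component of these probe sets, which held 69.7% of their variance, normal arrays averaged -8.35 ± 2.44 (SD) and nonlesional arrays -8.56 ± 3.25 (SD). From the overlap of both groups the paper proposes that their type I IFN-inducible genes are expressed at comparable levels.

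**Figure D2:**
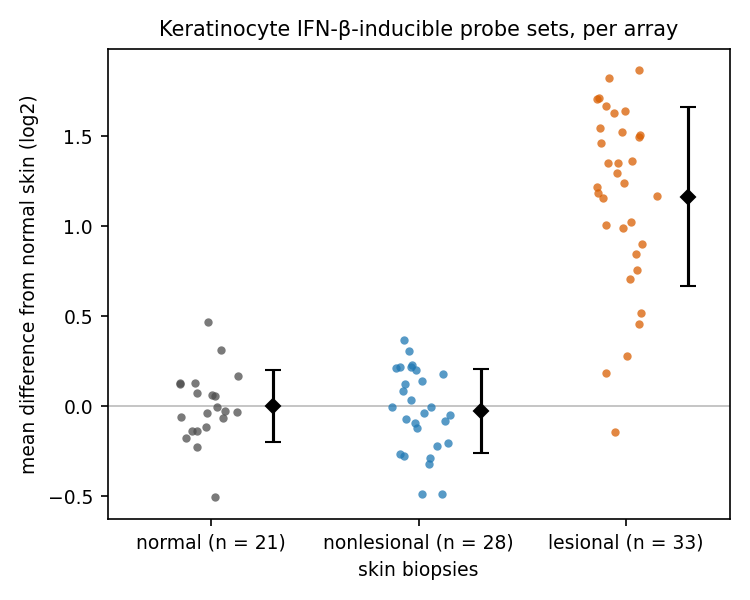
Score of the keratinocyte IFN-β list per array, the mean log2 value of its 176 probe sets relative to the normal group, for normal (n = 21), nonlesional (n = 28) and lesional skin (n = 33). Points are arrays and bars give the mean and SD; normal arrays lie from -0.507 to 0.471 and nonlesional arrays from -0.487 to 0.369.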

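Lesional skin had an IFN-β score of 1.165 ± 0.498 (SD, n = 33), 1.19 above nonlesional skin, and 27 of 28 lesional arrays lay above the nonlesional array of their pair. A permutation over arrays and a sign-flip permutation over pairs each gave p = 1e-05, the smallest that 1e+05 resamples can give. Of the 33 lesional arrays, 29 lay above every normal and nonlesional array and 30 above every nonlesional array. On the first principal component lesional arrays averaged 12.58 ± 8.15 (SD). The next components held 4.2% and 3.5% of the variance.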

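Lesional scores ran from -0.146 to 1.868, and 4 of the 33 lesional arrays lay at or below 0.471, the highest score of the other groups. On the first principal component 1 lesional array lay within the range of the normal and nonlesional arrays, whose highest value was -3.37, and the next 2 lay at -3.36 and -2.23.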

Three lesional skin biopsies are close to the nonlesional skin and skin from healthy donors group in the PCA plot. These 3 samples were from the 3 psoriatic patients that had weaker overexpression of type I IFN–inducible genes compared with the rest of the psoriatic patients in the study.

We then asked whether the observed overexpression of the type I IFN–inducible genes in psoriatic patients from microarray studies could be confirmed by a second platform. We used a BioMark™ 48.48 dynamic array, a high throughput TaqMan quantitative real-time polymerase chain reaction (QRT-PCR)–based technology from Fluidigm, to analyze the profiled samples. Lesional and nonlesional skin biopsy pairs from 18 psoriatic patients, along with pooled biopsies from healthy donors, were assayed for the relative expression of mRNA of 40 genes (29 genes were type I IFN–inducible; the other 11 genes were among the most up-regulated in lesional skin of psoriatic patients). These genes were selected based on their prevalence and magnitude of overexpression in lesional skin biopsies. The overexpression of all genes in lesional skin was confirmed by TaqMan QRT-PCR. In the majority of the genes, good correlation between microarray and TaqMan assays was observed [13]. Overall, these observations further substantiate that type I IFN–inducible genes are significantly overexpressed in lesional skin of psoriatic patients but not in nonlesional skin of patients or skin from normal donors.

### Type I IFNs, IFNAR1, and IFNAR2 mRNA are up-regulated in lesional skin as compared with nonlesional skin and skin from healthy donors

Given that we observed significant overexpression of type I IFN–inducible genes in lesional skin of psoriatic patients, we wanted to characterize the type I IFNs that may be responsible. As reported previously, we were not able to detect IFN-α proteins in skin from healthy donors or stable psoriatic skin [14]. Schmid et al [15] were able to use in situ hybridization to weakly detect IFN-α mRNA throughout the hyperkeratotic epidermis. However, they could not detect IFN-β, most likely because of the sensitivity limitation in their measurements.

We used the TaqMan Low Density Array (TLDA) technology (a TaqMan QRT-PCR–based assay) from Applied Biosystems to measure the mRNA level of type I IFN family members in paired lesional skin and nonlesional skin from 18 different psoriatic patients, together with RNA from 2 of the healthy donor skin biopsies. Genes that represent 9 IFN-α subtypes (1, 2, 5, 6, 7, 8, 14, 17 and 21; the primers for 4 other IFN-α subtypes were not available), IFN-β, -κ, -ω, IFNAR1, and IFNAR2 were printed on the array. The relative overexpression of mRNA of 9 IFN-α subtypes in lesional skin compared with either nonlesional skin or skin from healthy donors is shown in Figure 5A. With the exception of IFN-α5 (*P*<0.001), none of the mRNA levels of the IFN-α subtypes were significantly altered in nonlesional skin compared with skin from healthy donors. However, all of these IFN-α subtypes were up-regulated at the mRNA level in lesional skin compared with that in skin from healthy donors. The overexpression of IFN-α1, IFN-α5, IFN-α8, IFN-α14, IFN-α17, IFN-α21 was statistically significant (*P*<0.05). The overexpression of the mRNAs of other members of the type I IFN family, (IFN-β, -κ, and –ω) in lesional skin compared with nonlesional skin or skin from healthy donors is shown in Figure 5B. The alterations of IFN-β and IFN-ω mRNAs in nonlesional skin were not significant. However, these mRNAs were significantly up-regulated in lesional skin compared with skin from healthy donors (*P* = 0.022 and *P* = 0.049, respectively). IFN-κ mRNA was up-regulated by approximately 1.6-fold (median fold change) in nonlesional skin (*P* = 0.03), and was sharply up-regulated by 62.6-fold (median fold change) in lesional skin compared with skin from healthy donors (*P*<0.001). Furthermore, the receptors for type I IFNs, IFNAR1 and IFNAR2, were also significantly overexpressed in lesional skin of psoriatic patients at the transcript level (*P*<0.001; Figure 5C). Although IFNAR2 up-regulation was significant in nonlesional skin, up-regulation of IFNAR1 was not (Figure 5C). Collectively, these data provided evidence that mRNA levels for most type I IFN family members were comparable between nonlesional skin and skin from healthy donors (with the exception of IFN-α5 and IFN-κ) and were significantly increased in lesional skin of psoriatic patients.

**Figure 5:**
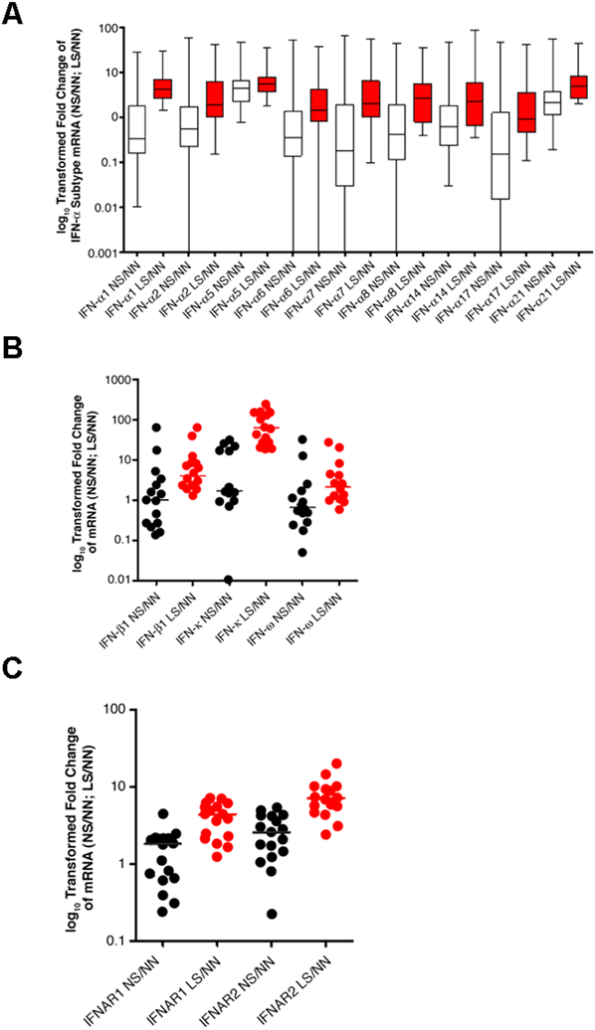
Relative expression and median fold changes of select mRNAs. Selected mRNAs include (A) Type I IFN-α subtypes (box plot), (B) other Type-I IFNs, and (C) IFN-α receptors in lesional skin (LS) or nonlesional skin (NS) compared with skin from healthy donors (NN). Horizontal bars represent median fold change. Black points: relative fold change in NS vs NN (NS/NN); Red points: relative fold change in LS vs NN (LS/NN). The *P* values for the overexpression of these genes in NS or LS vs NN (listed in pairs) are as follows: IFN-α1, 0.303, <0.001; IFN-α2, 0.389, 0.072; IFN-α5, <0.001, 0.002; IFN-α6, 0.664, 0.093; IFN-α7, 0.586, 0.077; IFN-α8, 0.430, 0.049; IFN-α14, 0.224, 0.049; IFN-α17, 0.552, 0.0203; IFN-α21, 0.113, 0.003; IFN-β, 0.255, 0.022; IFN-κ, 0.03, <0.001; IFN-ω, 0.516, 0.049; IFNAR1, 0.192, <0.001; IFNAR2, <0.001, <0.001, respectively.

### Co-overexpression of type I, type II IFN, and TNF-α and their gene signatures in lesional skin of psoriatic patients

T cells contribute to the development of diseased skin in psoriasis and to the epidermal hyperproliferation in genetically predisposed individuals through the secretion of Th1 cytokines. Since biologics that target T cells and TNF-α show clinical benefit in psoriasis, we addressed the involvement of IFN-γ and TNF-α in the pathogenesis of the disease. As mentioned earlier, we observed the activation of both the IFN-γ and TNF-α signaling pathways in lesional skin of psoriatic patients.

We used TLDA to measure the mRNA levels of IFN-γ, IFNGR1, IFNGR2 and TNF-α in lesional and nonlesional skin from psoriatic patients and compared them with those from healthy donors. Unlike what was found with type I IFNs, the mRNA levels of IFN-γ, IFNGR1, IFNGR2, and TNF-α were significantly overexpressed in nonlesional skin compared with skin from healthy donors (Figure 6; *P* = 0.02, *P*<0.001, *P*<0.001 and *P*<0.001 respectively). These genes were further up-regulated in lesional skin compared with either nonlesional skin (*P* = 0.04, *P* = 0.01, *P* = 0.001 and *P* = 0.007 respectively) or skin from healthy donors (*P*<0.001 for all; Figure 6). These results show that expression of mRNA for IFN-γ and TNF-α is different from that of type I IFN family members.

**Figure 6:**
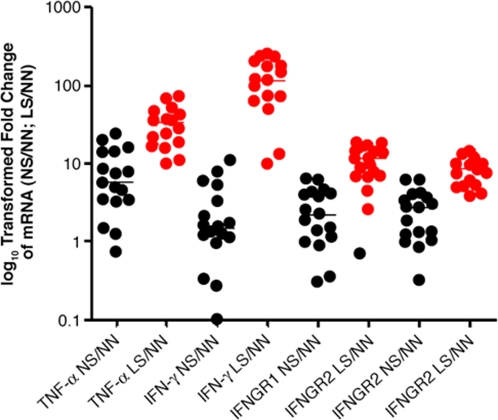
Changes in expression of TNF-α, IFN-γ, and IFN-γ receptors. Relative expression of mRNA and median fold changes of in lesional skin (LS), or nonlesional skin (NS) compared with skin from healthy donors (NN) are shown. The averages of the relative mRNA levels of these cytokine and their receptors in NN from 2 donors were scaled to 1 based on TaqMan QRT-PCR assays. The horizontal bars represent the median fold change. Black points: the relative fold change of mRNA in NS compared with NN; Red points: the relative fold change of mRNA in LS compared with NN. The *P* values for the overexpression of these individual genes in NS or LS compared with NN (listed in pairs) are as follows: IFN-γ, 0.02, <0.001; IFNGR1, <0.001, <0.001; IFNGR2, <0.001, <0.001; TNF-α, <0.001, <0.001, respectively.

The ex vivo stimulation of healthy donor whole blood and in vitro stimulation of keratinocytes with IFN-γ and TNF-α was used to identify genes induced by these cytokines. A total of 304 and 234 probe sets were up-regulated by IFN-γ and TNF-α, respectively, by at least 2-fold in the whole blood of all 4 donors challenged for 4 hours. 

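Some genes of the keratinocyte IFN-γ and TNF lists rose in lesional compared with nonlesional skin. From the keratinocyte IFN-γ list, APOL6 rose by 2.66 on the log2 scale (SE 0.231, adjusted p = 3.21e-16), PARP9 by 2.47 (SE 0.197) and GBP1, a guanylate-binding GTPase, by 2.10 (SE 0.178). These were picked after their values were seen, because OAS2, EPSTI1 and CXCL9, which lead this list, are given elsewhere. From the TNF list, CCL20, the chemokine of CCR6-bearing T cells and dendritic cells, rose with an SE of 0.447 in 28 of 28 pairs. CXCL10, also in this list, and RIGI, the sensor of viral RNA (1.94, SE 0.219), followed. IFIH1, another such sensor, rose by 1.66 (SE 0.157) and was picked after its value was seen. Both lists are sheets of Table S4 made from keratinocytes. Of 141 IFN-γ probe sets 65 (46.1%) were up-regulated and of 44 TNF probe sets 15 (34.1%), with the same numbers when adjusted over each list alone. The TNF list did not pass in camera with an estimated correlation (p = 0.108), and the IFN-γ list did (p = 0.0022). The IFN-γ list shares 92 probe sets with the IFN-β list, and 16 of its up-regulated probe sets are not among them. The TNF list shares 6 with the IFN-β and 9 with the IFN-γ list.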

Of the 1408 probe sets that were up-regulated in lesional skin compared with nonlesional skin of psoriatic patients, 106 and 35 of them were IFN-γ and TNF-α–inducible, respectively (Figure 7). Fisher exact test (1-tailed *t* test) indicated that overexpression of IFN-γ and TNF-α–inducible genes in lesional skin was significant (*P*<0.0001).

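Chance would place 3.5 of the IFN-γ probe sets among those up-regulated (one-sided Fisher's exact test, p = 4.15e-65 for the observed 65) and 1.1 of the TNF probe sets (p = 1.06e-13 for the observed 15). With camera's estimated correlation, the IFN-γ list gave p = 0.0022 and the TNF list p = 0.108, while the preset correlation gave p = 6.97e-05 for TNF. Beyond the chemokines and RNA sensors, the TNF list's rises included BID, a regulator of apoptosis (1.41, SE 0.187), the mitochondrial superoxide dismutase SOD2 (1.32, SE 0.211), STEAP4, a metalloreductase (1.32, SE 0.226), GCH1 (1.18, SE 0.123) and the NF-κB subunit RELB (1.09, SE 0.195), all picked after their values were seen.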

**Figure 7:**
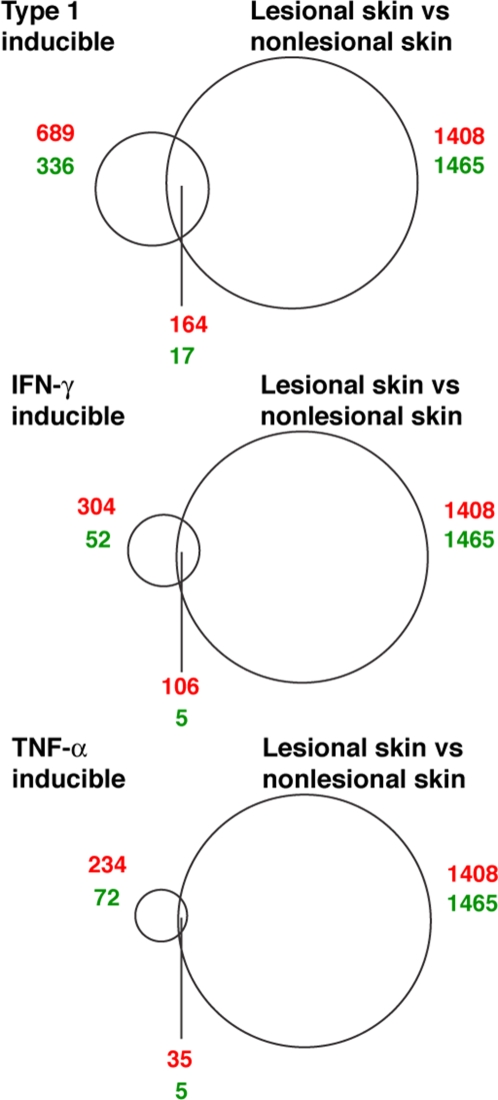
Probe sets common to lesions and ex vivo stimulation. Venn diagrams illustrating both the number of probe sets that are altered by type I IFN, IFN-γ, and TNF-α in ex vivo stimulation of whole blood from healthy donors (left circles) and probe sets that are altered in lesional skin compared with nonlesional skin (right circles). Red numbers: probe sets that show increased expression with cytokine treatment or compared with nonlesional skin baseline. Green numbers: probe sets that show decreased expression with cytokine treatment or compared with nonlesional skin baseline. The intersecting regions represent the probe sets that are common to both comparisons.

Type I IFN, IFN-γ, and TNF-α–inducible probe sets identified in the ex vivo study allowed us to identify the type I IFN, IFN-γ, and TNF-α–inducible genes in each lesional skin biopsy compared with paired nonlesional biopsies that were up-regulated by at least 2-fold. Figure 8A shows the number of type I IFN, IFN-γ, and TNF-α–inducible genes up-regulated in each of the 26 paired lesional and nonlesional skin biopsies. The numbers of IFN-γ and TNF-α–inducible genes in a given lesional skin biopsy positively correlated with the number of type I IFN–inducible genes in the same sample. This observation was confirmed by the strong correlation in the coactivation of these 3 sets of genes with correlation coefficients of at least 0.918 in all 3 pairwise comparisons (Figure 8A) and by significant *P* values when comparing the up-regulation of any 2 of the 3 sets of genes in lesional skin compared with nonlesional skin (*P*<0.001 for all 3 comparisons; Figure 8B).

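For each pair, the probe sets at least 2-fold higher in the lesional than in its own nonlesional array were counted. The IFN-β list had 13 to 131 such probe sets per pair (median 87 of 176), the IFN-γ list 9 to 100 (median 69 of 141) and the TNF list 1 to 25 (median 17 of 44), over 28 pairs. The pairs with few IFN-β probe sets had few of the other lists as well.

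**Figure D3:**
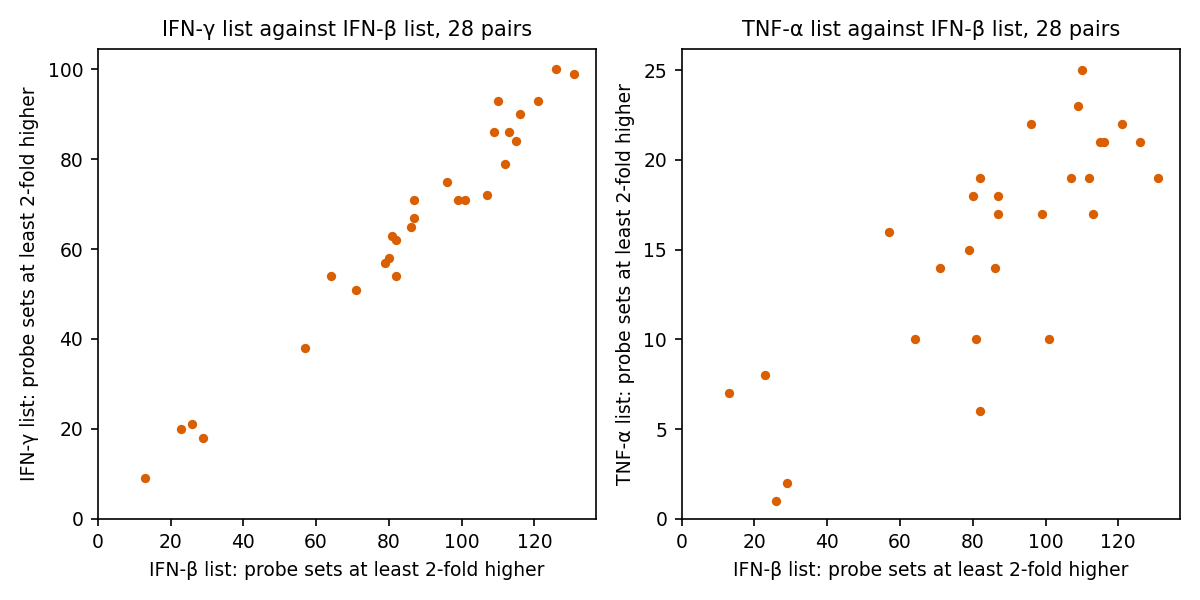
Number of IFN-γ (left) and TNF probe sets (right) at least 2-fold higher in the lesional than in the paired nonlesional array, against the number of IFN-β probe sets, for 28 pairs, each a point. IFN-β counts run from 13 to 131, with 4 pairs at 29 or fewer and 24 at 57 or more.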

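Over 28 pairs, IFN-β and IFN-γ counts had a Pearson's r of 0.985 (permutation p = 1e-05) and a Spearman's rho of 0.975 (p = 1e-05). IFN-β and TNF counts had r = 0.803 and rho = 0.778, and IFN-γ and TNF counts r = 0.829 and rho = 0.842, each with a permutation p of 1e-05. That is the smallest p that 1e+05 resamples can give, and the 3 adjusted values are also 1e-05. Without the 2 pairs farthest from the median of the count on the x axis, r was 0.979, 0.791 and 0.785. A gap parts 4 pairs of 29 or fewer IFN-β probe sets from the other 24. Over those 24, r was 0.962 (p = 1e-05, adjusted p = 3e-05), 0.597 (p = 0.0022, adjusted p = 0.0022) and 0.663 (p = 0.00055, adjusted p = 0.00082), with rho of 0.963, 0.671 and 0.764. The 4 pairs are too few for a value of their own. Probe sets shared by the lists enter both counts. With them left out, r over 28 pairs was 0.835, 0.728 and 0.728. From the correlation of the 3 counts the paper concludes that the 3 sets of genes are activated together in lesional skin.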

**Figure 8:**
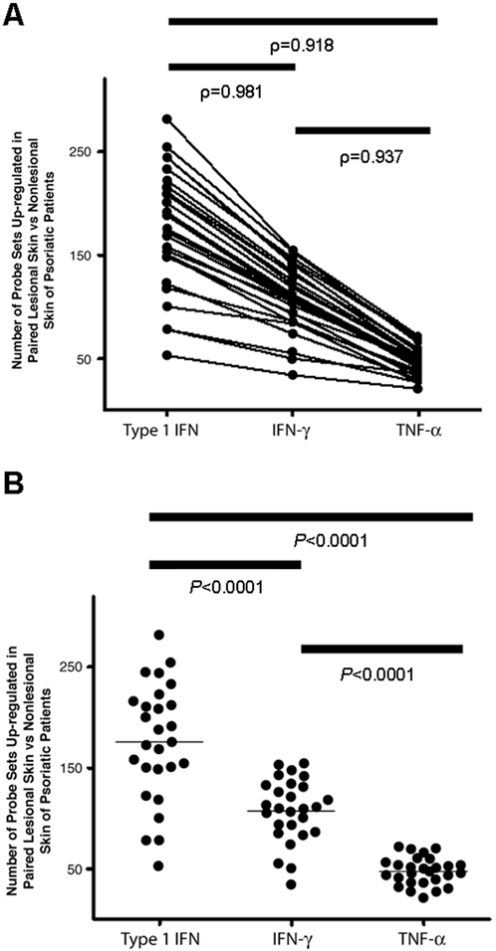
Co-overexpression of type I IFN, IFN-γ and TNF-α–inducible genes. Paired lesional and nonlesional skin of psoriatic patients was analyzed with Affymetrix Genechip®. The type I IFN, IFN-γ and TNF-α–inducible genes were selected based on healthy donor whole blood ex vivo stimulation with these cytokines. A probe set with fold change of ≥2 in lesional skin compared with its paired nonlesional skin is considered overexpressed in the specific lesional skin. A, The number of up-regulated type I IFN–, IFN-γ– and TNF-α–inducible genes in lesional skin compared with paired nonlesional skin shows a strong correlation (ρ = Pearson's correlation coefficient) from pairwise comparisons. B, The numbers of type I IFN–, IFN-γ– and TNF-α–inducible genes in lesional skin compared with nonlesional skin are significantly different as evident from pairwise comparisons. The horizontal bars represent the median value for each group.

A similar analysis was carried out for genes that were down-regulated in lesional skin compared with the nonlesional skin of psoriatic patients (Figure 7). Of the 1465 probe sets down-regulated in lesional skin, only 17, 5, and 5 of them were type I IFN, IFN-γ, and TNF-α inducible.

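Down-regulated in lesional compared with nonlesional skin were 3 of the 176 keratinocyte IFN-β probe sets: TNFRSF25, a death receptor of lymphocytes (-1.21, SE 0.195), ZCCHC2 (-1.17, SE 0.225) and ZNF107, a zinc finger gene (-1.15, SE 0.151). Of the IFN-γ list only CYP1B1, an oxidase of xenobiotics and steroids, fell (-1.27, SE 0.369), and of the TNF list PPP1R3C, which targets a phosphatase to glycogen (-1.21, SE 0.256), and the syndecan SDC4 (-1.16, SE 0.125). All were picked after the counts were seen. Independent lists would give 4.5, 3.6 and 1.1 probe sets, and one-sided Fisher's exact tests for enrichment among the down-regulated probe sets gave p = 0.827, 0.973 and 0.308.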

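In nonlesional compared with normal skin, IFNG was at -0.02 on the log2 scale (adjusted p = 0.923) and TNF at -0.07 (adjusted p = 0.626), both with levels near the 20th percentile of all values. IFNG turned to 0.04 with the actin ratio as a covariate and TNF to 0.01 without the arrays of high ratio, settings chosen after seeing the data. The receptor chains IFNGR1 and IFNGR2 were at -0.28 (adjusted p = 0.0623) and -0.26 (adjusted p = 0.0697). Of the 141 IFN-γ probe sets 3 were higher, those of ZC3HAV1 and TRIM25 (two-sided Fisher's exact test, p = 0.0978), and 2 lower, CH25H and IL15RA, the alpha chain of the IL-15 receptor (-1.05, SE 0.167, picked after the count was seen). Camera gave p = 0.99 with an estimated correlation. Of the 44 TNF probe sets 0 were higher by limma, by SAM and by a test with unequal variances, and 3 were higher at an unadjusted p under 0.05 (two-sided Fisher's exact test, p = 1). Lower were 10 of the 44, against 0.4 for a list of this size, and 24 at an unadjusted p under 0.05, while camera gave p = 0.0752 with an estimated correlation. Among them TNFAIP3, the NF-κB inhibitor A20, was at -2.10 (SE 0.267, adjusted p = 5.4e-09). Source and handling of the normal biopsies were not tested as a cause of these falls.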

Somewhat surprisingly we found that although mRNAs of IFN-γ and TNF-α were found to be up-regulated in nonlesional skin of psoriatic patients when compared with those from healthy donors, we did not find that IFN-γ or TNF-α–inducible genes were significantly overexpressed in nonlesional skin (data not shown). The up-regulation of mRNAs of type I IFNs, IFN-γ, and TNF-α, together with the corresponding up-regulation of their respective gene signatures in psoriatic lesional skin, suggests the presence of type I IFNs, IFN-γ, and TNF-α protein and active signaling in skin lesions. In contrast, the elevated expression of mRNAs of IFN-γ and TNF-α in nonlesional skin does not result in corresponding up-regulation of IFN-γ or TNF-α–inducible genes. This suggests that IFN-γ and TNF-α proteins are not made in nonlesional skin or that other signaling molecules might have inhibitory effects on the IFN-γ and TNF-α pathways in nonlesional skin of psoriatic patients.

### Immunohistochemical analysis of psoriatic, nonlesional skin, and skin from healthy donors

To determine whether the highly overexpressed type I IFN–inducible genes in psoriatic skin gave rise to similar changes in the expression of the proteins, immunohistochemical analyses were carried out to assess the presence of 2 type I IFN–inducible proteins, STAT1 and ISG15, in skin from the same patients and the same biopsy samples that underwent whole genome array analysis as described above. Furthermore, immunohistochemical characterization of the cellular infiltrates (pDCs, mDCs, and CD4^+^ cells) was conducted to compare the number of IFN–producing cell types and inflammatory cells in the biopsies of lesional versus nonlesional and skin from healthy donors. In all patients with evaluable biopsy pairs, lesional skin contained increased numbers of CD4^+^ cells, as well as significant up-regulation of STAT1 and ISG15 protein in the epidermis and dermis when compared with nonlesional biopsies. Of the 16 pairs of lesional and nonlesional skin biopsies, 6 pairs showed increased numbers of pDCs, and 9 pairs showed increased numbers of mDCs in lesional skin compared with nonlesional skin. Although nonlesional skin appeared grossly normal, there were often microscopic morphological changes that included low numbers of infiltrating mononuclear cells, including pDCs, mDCs, and CD4^+^ cells. In contrast, staining for pDCs, mDCs, STAT1, and dermal ISG15 gave no appreciable signal in skin from healthy donors; however, CD4^+^ cells were rarely observed in the sections of normal skin examined. CD31 was used as a positive tissue control, to demonstrate that expressed epitopes in the skin cryosections could be detected by immunohistochemical staining (Figure 9).

**Figure 9:**
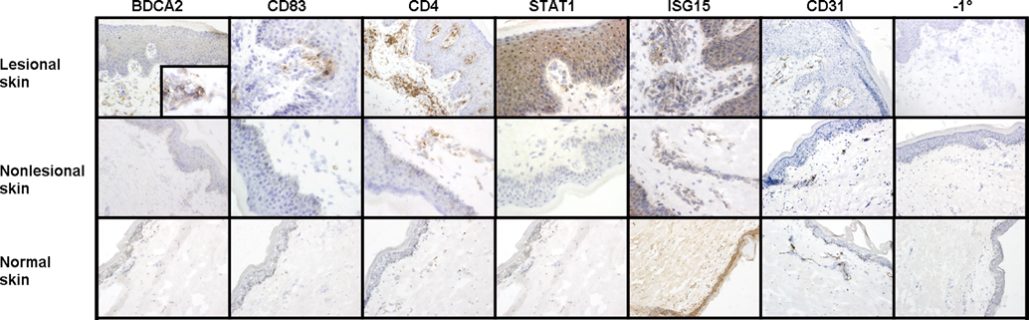
Immunohistochemical analyses of biopsies from psoriatic lesional and nonlesional skin and skin from normal donors. BDCA2 is a specific marker for pDCs, which are present at greater numbers in lesional skin (inset is 100×) compared with nonlesional skin, and not at all in skin from healthy donors. CD83 is a marker for mDCs; CD4 is present on T cells and dendritic cells. STAT1 protein staining was observed in the epidermis of lesional skin (both nuclear and cytoplasmic) and dermal mononuclear inflammatory cells, but not in nonlesional or skin from healthy donors. ISG15 protein increase was observed in psoriatic lesional skin and to a lesser extent in nonlesional skin but was not detected in the dermis of healthy donors. A positive tissue control (CD31) and an assay control (−1°) was included that eliminated the primary antibody from the immunohistochemical assay.

## Discussion

Type I IFNs are produced in response to viral and bacterial infections and play a key role in host defense mechanisms. They stimulate the maturation of pDCs and the generation and function of natural killer (NK), T, and B cells [16], [17]. The type I IFN family is composed of several family members (13 IFN-α subtypes, IFN-β, -ω, -κ, -σ, -δ, -λ); IFN-α and IFN-β are the most abundant. IFN-γ, a type II IFN, is mainly produced by activated T cells, dendritic cells, and NK cells and is involved in adaptive immune responses.

IFNs have long been associated with the pathogenesis of psoriasis. IFN pathways are active in psoriatic lesions [18], [19]. Treatment of non-psoriatic disease with IFN can induce or exacerbate psoriasis [20]–[23], as can treatment with imiquimod, a toll-like receptor agonist that induces production of type I IFNs from pDCs [24]. Constitutive IFN-α/β signaling in mice lacking IFN regulatory factor-2 induces a psoriasis-like inflammatory skin disease [25]. A direct functional role of IFN-α/β in psoriasis initiation was recently demonstrated in a xenograft murine model of human psoriasis, where nonlesional skin from psoriatic patients was transplanted onto immunocompromised mice [26]. Disruption of IFN-α signaling or the inhibition of the ability of pDCs to produce IFN-α prevented the T cell–dependent development of psoriasis,[26]. Thus, pDC-derived IFN-α is both necessary and sufficient for disease manifestation in this model; however, confirmatory human data is lacking.

Microarray analysis of disease tissues has widely been used to identify etiopathogenic factors of disease activity, and previous studies have used microarray analyses to profile lesional skin and nonlesional skin from psoriatic patients [7], [27]. However, neither of these studies was performed using a whole genome array platform. Furthermore, the first study lacked skin from healthy donors as a control and was carried out on a limited number of patient samples. The second study focused mainly on T cell and dendritic cell activation in lesional skin of psoriatic patients.

The data described here represent the first large-scale study on human samples that demonstrates the prevalence of type I IFNs and type I IFN–inducible genes in psoriatic skin. We show that (1) mRNAs of type I IFN family members are up-regulated in lesional skin but not in nonlesional skin (except IFN-α5 and IFN-κ); (2) IFN-α/β signaling pathway is the most significantly activated pathway in lesional skin compared with both nonlesional skin and skin from healthy donors; (3) there is a prevalent and robust overexpression of a large panel of type I IFN–inducible genes in lesional skin (but not in nonlesional skin) of the majority of the psoriatic patients examined in the study; (4) pDCs, the natural IFN-α/β–producing cells are present in lesional skin; and (5) ISG15 and STAT1, 2 type I IFN–inducible proteins, are overexpressed in lesional skin of psoriatic patients.

Of the type I IFN–inducible genes overexpressed in lesional skin of psoriatic patients, STAT1 is a key component in forming the ISGF3 complex. ISGF3 is the heterotrimeric transcriptional factor complex that is formed upon the activation of the type I IFN receptor. It is composed of phosphorylated STAT1, STAT2, and IRF9. Upon translocation to the nucleus, this complex is capable of activating the transcription of type I IFN–inducible genes [28]. IRF7 is the master regulator of the IFN-α/β mediated immune response, and MYD88 and IRF7 govern the induction of CD8^+^ T cell responses [29], [30]. IRF1 functions as a transcriptional activator for the type I IFN–inducible genes [31]. MX1, MX2, and OAS family members OAS1, OAS2, OAS3 mediate resistance to virus infection. ISG15 is a ubiquitin-like protein that becomes conjugated to many cellular proteins upon activation by IFN-α/β [32]. USP18, UBE2L6, and HERC5 are all members of the ISG15 signaling pathways. 

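Of 21 measured type I IFN-inducible genes that the paper names, 20 were up-regulated in lesional compared with nonlesional skin, with a median of 2.42 on the log2 scale. The paper names many of them for their rise in these biopsies, so the count is not independent evidence of their direction. IFIT2 is named only among genes raised by IFN in whole blood and in cultured keratinocytes. USP18, which removes ISG15 from proteins, rose by 1.41 (SE 0.211, 24 of 28 pairs), UBE2L6, the enzyme that conjugates it, by 1.81 (SE 0.154) and HERC5, the ligase that attaches it, by 1.09 (SE 0.141). The antiviral OAS1 and OAS3 rose by 3.01 (SE 0.262) and 2.35 (SE 0.189), IFIT1 and IFIT3 by 2.32 (SE 0.263) and 2.47 (SE 0.226) and MX2 by 1.72 (SE 0.233). IRF7, the transcription factor that drives IFN-α genes, rose by 2.42 (SE 0.198, adjusted p = 2.03e-17, 28 of 28 pairs), and the adaptor MYD88 by 1.21 (SE 0.0849). IFIT2 was higher by 0.51 (SE 0.136, adjusted p = 0.0018, 22 of 28 pairs), short of 2-fold. The list gave adjusted p = 0.0046 with an estimated correlation, and 20 up-regulated when adjusted over the list alone. In nonlesional compared with normal skin 0 of the 21 passed by limma in either direction (0 higher and 3 lower at an unadjusted p under 0.05; adjusted p = 0.987 with an estimated correlation).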

LAMP3 and CD83 are dendritic cell–marker genes.

Besides the prevalence of overexpression of type I IFN–inducible genes and proteins in lesional skin, we observed leukocyte infiltration (CD4^+^ T cells, CD83^+^ mDCs, and neutrophils; data not shown) in the dermis and epidermis of lesional skin as well as overexpression of genes that are T cell and dendritic cell markers and those that are involved in T cell trafficking. We also showed that mRNAs of TNF-α and TNF-α–inducible genes are overexpressed in lesional skin of psoriatic patients, which may shed light on why anti–TNF-α therapy provides clinical benefit to psoriatic patients. The overexpression of an array of proinflammatory cytokines and/or their inducible genes (TNF-α, IFN-γ, IL-1, IL-8, IL-15, IL-17, IL-19, IL-23, and OSM) in lesional skin suggests that they might be involved in the pathogenesis of the disease.

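Of 16 measured cytokine genes, those of the discussion and related ones, 5 were up-regulated in lesional compared with nonlesional skin, among them CXCL8 and IL1B. IL19, of the IL-10 family, rose by 2.10 on the log2 scale (SE 0.307, adjusted p = 2.78e-08, 26 of 28 pairs), IL15, a growth factor of T and NK cells, by 1.26 (SE 0.196) and IL17A, the cytokine of Th17 cells, by 1.20 (SE 0.208, 26 of 28 pairs). Short of 2-fold were IL20 (0.97, SE 0.261), IL22 (0.61, SE 0.168, adjusted p = 0.00226), IL12B (0.42, SE 0.0882), IFNG (0.35, SE 0.108, adjusted p = 0.00662), IL23A (0.28, SE 0.0686), TNF (0.21, SE 0.0876, adjusted p = 0.0485) and OSM (0.14, SE 0.0517). None was down-regulated by limma, also at an unadjusted p under 0.05, and the list gave adjusted p = 0.0578 with an estimated correlation. The receptor chain IFNGR1 was at 0.42 (SE 0.097, adjusted p = 0.000244) and IFNGR2 at 0.05 (adjusted p = 0.682).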

Type I IFNs may provide the link between innate and adaptive immune responses. They are secreted by pDCs in response to environmental factors like mechanical stress and infections of the skin (2 of the common triggers that cause disease relapse),and drive the activation and expansion of pathogenic T cells leading to psoriasis [24], [26]. Our observations support this link. For example, the presence of pDCs and mDCs and the up-regulation of mRNAs of type I IFN members in lesional skin suggest the overexpression of type I IFN proteins at these sites. Type I IFNs can facilitate activation of mDCs and promote T cell polarization to proinflammatory Th1 effectors [33]. We observed enrichment of mDCs and CD4^+^ T cells, as well as the overexpression of IFN-γ–inducible genes in lesional skin of psoriatic patients. The mRNA for IL-8, a key chemoattractant for neutrophils, and IFN-γ and TNF-α–inducible genes are not overexpressed in nonlesional skin compared with skin from healthy donors. However, all of these genes are overexpressed in lesional skin in a similar manner to the overexpression of mRNAs of type I IFN family members and type I IFN–inducible genes. It remains unclear as to whether IFN-α signaling occurs upstream or downstream of IFN-γ and TNF-α signaling. Ongoing genomic studies for anti IFN-α mAb trial in psoriasis from our laboratory will clarify this issue in the near future.

Type I IFN has been implicated to be involved in the pathogenesis of other autoimmune diseases like systemic lupus erythematosus (SLE), type I diabetes, rheumatoid arthritis, myositis, and Sjögren's syndrome [34]–[36]. The present study demonstrates the utility of analysis of tissues from disease sites using microarray and immunohistochemistry to unveil potential mediators of the pathogenesis of psoriasis. This approach has been successfully used to show the involvement of type I IFNs in the pathogenesis of SLE and myositis [35], [37], [38]. The identification of significant overexpression of mRNA of TNF-α and TNF-α–inducible genes in lesional skin of psoriatic patients and the therapeutic benefit of anti–TNF-α therapies in psoriasis provide further support of using the microarray approach to identify potential therapeutic targets for diseases. The presence of type I IFN–producing pDCs, overexpression of mRNAs of type I IFNs and type I IFN–inducible genes and proteins in lesional skin of psoriatic patients provide a strong rationale for investigating type I IFNs as new therapeutic targets for the treatment of psoriasis.

## Materials and Methods

### Patients and Controls

A total of 21 biopsies from healthy donors (5 samples were obtained from Biochain, 14 samples were from ILSBio, and 2 samples were from Dr. James Krueger, Rockefeller University, New York, NY), 26 paired nonlesional and lesional (all were plaque-type) skin biopsies from 26 psoriatic patients (21 pairs from Asterand, 5 pairs from Dr. Krueger), and 5 lesional skin biopsies from 3 psoriatic patients (all plaque-type) were profiled using the Affymetrix® whole genome array. Of these, 3 nonlesional skin samples either did not yield sufficient cRNA or the scanned arrays had high scaling factors (>2-fold higher than the average) and were excluded from data analysis. All the donors who gave biopsy tissue (both healthy controls and individuals with psoriasis) gave written informed consent for the tissue to be taken and used in this study. Human specimens used in this paper that were procured from both registered commercial vendors and Dr. Krueger at Rockefeller University obtained IRB approval from their respective branches to collect samples.

### Ex vivo stimulation of whole blood from healthy donors

Ex vivo stimulation of whole blood was conducted on blood collected from 3 or 4 donors (MedImmune, Inc.). Blood samples were exposed to treatments of vehicle (1× PBS), a panel of IFN-α subtypes (IFN-α2a, -4b, -5, -6, -7, -8, -10, -16, -17), IFN-β, IFN-ω, IFN-λ, IFN-γ, leukocyte IFN, or TNF-α at concentration of 3xEC_50_. TNF-α and IFN-γ were purchased from R&D Systems (Minneapolis, MN) and the rest of the cytokines were purchased from PBL Biomedical (Piscataway, NJ). Following dosing, the blood was incubated at 37°C, 5% CO_2_ for 4 hours and transferred to a PAXgene RNA tube and inverted 8 to 10 times. The PAXgene tubes were incubated at room temperature for 2 hours and then frozen until processed. All the blood donors gave written informed consent for the blood to be taken and used in this study.

### In vitro stimulation of normal human keratinocytes with type I IFN

Normal human keratinocytes (EpiDerm system, MatTek, Inc.) were grown under serum-free conditions according to manufacturer's instructions and stimulated with either human leukocyte IFN (150 IU/ml, PBL Biomedical Labs), or human IFNα-2a (350 IU/ml, PBL Biomedical Labs). Epidermal cultures were harvested at 4 hours post-treatment for transcript analysis.

### Total RNA extraction and microarray processing

Total RNA was extracted from PAXgene blood and skin biopsies using the PAXgene Blood RNA kit and the Qiagen RNeasy Fibrous Tissue Mini kit (Hilden, Germany), respectively. RNA purity and concentration were determined spectrophotometrically (260/280>1.9). RNA quality was assessed on an Agilent 2100 Bioanalyzer using the RNA 6000 Nano LabChip®.

The generation of biotin-labeled amplified cRNA from 2 µg of total RNA was accomplished with the Affymetrix GeneChip® One-Cycle cDNA Synthesis kit and the Affymetrix GeneChip® IVT Labeling kit. The concentration and purity of the cRNA product were determined spectrophotometrically. Twenty micrograms of each biotin-labeled cRNA was fragmented for hybridization on Affymetrix Human Genome U133 Plus 2.0 GeneChip® arrays. All GeneChip® washing, staining, and scanning procedures were performed with Affymetrix standard equipment. Data capture and initial array quality assessments were performed with the GeneChip Operating Software (GCOS) tool.

### Microarray data analysis

Stratagene's (La Jolla, CA) ArrayAssist® Lite software was used to calculate probe-level summaries (GC-RMA) from the array CEL files. R packages (R Development Core Team) samr and qvalue were used to identify differentially regulated genes. PCA and hierarchical clustering analyses were performed with SpotFire (http://www.spotfire.com/) and R packages. Pathway and network analyses of gene expression data were conducted with the MetaCore™ integrated software suite from GeneGo, Inc. (St. Joseph, MI). The microarray data reported in this manuscript is MIAME-compliant and is available at: http://www.medimmune.com/translationalscience/data/psoriasis2007/.

All authors in the manuscript have access to all data and act as guarantor for the analysis and the manuscript overall.

### Applied Biosystems's TLDA

TLDA from Applied Biosystems was used to determine the fold-change differential for a panel of genes between paired lesional skin and nonlesional skin from psoriatic patients. Genes printed on the array included 9 type I IFN-α subtypes (1, 2, 5, 6, 7, 8, 14, 17, and 21), 3 additional type I IFNs (IFN-β, -κ, -ω), IFN-γ, IFNAR1, IFNAR2, IFNGR1, IFNGR2, and TNF-α. Double-stranded cDNA for each patient sample was preamplified for 10 cycles using the TaqMan PreAmp Master Mix kit (Applied Biosystems). Standard procedures for loading the array were then followed and the array was run on a 7900HT Fast Real-Time PCR System (Applied Biosystems). Data analysis of the resulting Ct values was conducted with SDSv2.2.2 software (Applied Biosystems).

### Fluidigm's Biomark system

#### Preamplification of cDNA and real-time PCR

A mixture of 43 TaqMan Gene Expression assays (Applied Biosystems) was prepared (18S not included) using the TaqMan PreAmp Master Mix Kit (Applied Biosystems). A total of 44 samples were run in triplicate (using 3 different BioMark Real-Time PCR Systems) against a set of 48 TaqMan Gene Expression Assays in BioMark 48.48 Dynamic Array chips (Fluidigm Corp). The normal controls were included on every array. Three identical dynamic arrays were prepared in parallel for each set of 16 samples totaling 9 dynamic arrays. Dynamic arrays were loaded using a NanoFlex 4-IFC Controller (Fluidigm Corp), and real-time reactions were performed and analyzed using BioMark Real-Time PCR System and Analysis software (Fluidigm Corp), respectively. SDs were calculated for each set of 3 replicate reactions and then averaged for each dynamic array. Cts above 20 were excluded from the calculation. Delta-delta Cts (ΔΔCt) were calculated using the mean of the 4 reference genes (GAPDH, TFRC, β2M, and 18S) and a calibrator sample and were converted to fold expression change by the following formula: 2^−ΔΔCt^.

### Immunohistochemistry

One half of each frozen psoriatic, nonlesional, and healthy donor biopsy was embedded in optimum cutting temperature (OCT) compound sectioned at 5 µm, mounted on charged slides (Mercedes Medical, FL), and fixed in cold acetone. Incubation with primary antibodies was performed as follows: BDCA-2 (Miltenyi Biotec, Auburn, CA) at a 1∶5 dilution for 5 hours, STAT1 (Abcam, Cambridge, MA) at a 1∶100 dilution for 4 hours, CD83 (Immunotech, Fullerton, CA) at a 1∶300 dilution for 1.5 hours, ISG15 (Abcam, Cambridge, MA) at a 1∶25 dilution for 2 hours, and CD4 (DakoCytomation, Carpenteria, CA) at a 1∶20 dilution for 1 hour. CD31 (BD Biosciences Pharmingen, San Jose, CA, at 1 µg/mL and incubated for 2 hours) was used as a positive tissue control. The slides were washed and incubated with peroxidase-labeled polymer conjugated to goat anti-mouse immunoglobulin antibody (Envision+; DakoCytomation, Carpenteria, CA) for 30 minutes, then washed with tris-buffered saline (pH 7.2). Detection was performed with 3,3′-diaminobenzidine tetrahydrochloride (DAB+; DakoCytomation) as the chromogen. Slides were counterstained with hematoxylin, dehydrated, and cover slipped.

### Online supplemental material

Figure S1 shows hierarchical clustering of 1384 probe sets differentially regulated by IFN-α subtypes, IFN-β, IFN-γ, and TNF-α in whole blood ex vivo stimulation experiment. Table S1 lists the top 100 probe sets up-regulated in lesional skin compared with nonlesional skin in psoriasis. Table S2 lists the top 50 probe sets down-regulated in lesional skin compared with nonlesional skin in psoriasis. Table S3 lists the top 50 probe sets down-regulated in nonlesional skin compared with skin from healthy donors. Table S4 lists the top 50 probe sets up-regulated from the *in vitro* stimulation of normal human keratinocytes with leukocyte IFN. Online supplemental material is available at http://www.medimmune.com/translationalscience/data/psoriasis2007.

## Supporting Information

Table S1 Fold change (fc; log2 transformed) and q Value (calculated by FDR) of the top 100 probe sets up-regulated in lesional skin compared with nonlesional skin in psoriasis. Also listed are the log2 transformed fold change and q values of these genes when comparing nonlesional skin with normal skin from healthy donors. Type I IFN-inducible genes are designated by the IFNI column. The table is available at: http://www.medimmune.com/translationalscience/data/psoriasis2007/.
(0.04 MB DOC) Click here for additional data file.

Table S2 Fold change (fc; log2 transformed) and q Value (calculated by FDR) of the top 50 probe sets down-regulated in lesional skin compared with nonlesional skin in psoriasis. Also listed are the log2 transformed fold change and q Values of these genes when comparing nonlesional skin with normal skin from healthy donors. All data was GC-RMA normalized. The table is available at: http://www.medimmune.com/translationalscience/data/psoriasis2007/.
(0.03 MB XLS) Click here for additional data file.

Table S3 Fold change (fc; log2 transformed) and q Value (calculated by FDR) of the top 50 probe sets down-regulated in nonlesional skin compared with skin from healthy donors. Also listed are the log2 transformed fold change and q values of these genes when comparing nonlesional skin with lesional skin. All data was GC-RMA normalized. The table is available at: http://www.medimmune.com/translationalscience/data/psoriasis2007/.
(0.03 MB XLS) Click here for additional data file.

Table S4 Fold change (fc; log2 transformed), P values, and mean signal intensities for the top 50 probe sets up-regulated from the in vitro stimulation of normal human keratinocytes with leukocyte IFN. Normal human keratinocytes were stimulated with human leukocyte IFN. Replicates of three were run for both the untreated samples and the stimulated samples. A paired Student's t-test was used to calculate the P values. All data was GC-RMA normalized. The table is available at: http://www.medimmune.com/translationalscience/data/psoriasis2007/.
(0.11 MB XLS) Click here for additional data file.

Figure S1 Hierarchical clustering of 1384 probe sets differentially regulated by IFN-α subtypes and IFN-β (pink), IFN-γ (blue), and TNF-α (brown) in whole blood ex vivo stimulation experiment (see Materials and Methods). Each role corresponds to a single probe set, while each column corresponds to a single sample. Color represents relative expression level of individual probe set as compared with the average expression of the no treatment controls (black). Red represents up-regulation versus control, green down-regulation versus control, while black indicates no change.
(0.50 MB TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

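Skin biopsies of 3 groups were measured on Affymetrix HG-U133 Plus 2.0 arrays: 21 of normal skin, 28 of nonlesional and 33 of lesional psoriatic skin. The values in the deposited table are on the log2 scale. By the methods, the authors scanned the arrays, checked scaling factors and summarised the probes with GC-RMA in ArrayAssist Lite, which corrects background and normalizes between arrays. Nothing was scaled or filtered further for the values in the text. All 82 columns of the table were used, and 0 were left out.

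Each group's mean was fitted with limma 3.58.1 in R 4.3.3 over all 82 arrays, with moderated tests and Benjamini-Hochberg adjustment over 54675 probe sets. A probe set passed at 2-fold or more and an adjusted p of at most 0.05, the thresholds the paper states for SAM, and 4-fold was used where the paper does. The same fit gave lesional against nonlesional, nonlesional against normal and lesional against normal skin. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

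The platform annotation pairs 41097 probe sets with 1 gene symbol, of which 41043 were updated through the gene identifier, 1801 with several and 11777 with none. Probe sets with several symbols are not named, except those that the paper's tables name DEFB4 and CNTNAP3B. The genes named in the text are, for each comparison, those that the paper's text names, the 10 with the largest rise and the 10 with the largest fall past the threshold, the 3 members of each gene list with the largest change past the threshold, and the members of lists of fewer than 8 genes. Sex-linked genes are never named. Genes named beyond this rule are said to have been picked after their values were seen. The paper's tables of fold changes had been read when the rule was set. A few genes of the rule are not reported here.

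The groups, the main tests, 32 gene lists large enough for a set test, the list of hyperproliferation keratins, the named-gene rule and the alternatives were fixed before the data were examined. The lists cover T cells, T cell chemokines and receptors, dendritic cells and macrophages, plasmacytoid dendritic cells, Langerhans cells, neutrophils, neutrophil attractants, B and plasma cells, the IL-1 family, antimicrobial and S100 genes, terminal differentiation keratins and the late envelope, the inducible cornified envelope, the cell cycle, sebaceous gland and surface lipid synthesis, adipocytes, sweat glands, melanocytes, fibroblasts and dermal matrix, endothelium, muscle, immediate early and stress genes, heat shock genes, hypoxia genes, clock genes, the type I IFN pathway of Fig. 2, type I IFN genes, IFN-γ and TNF with their receptors, the cytokines of the discussion with related ones, the IFN-inducible genes that the paper names, WNT signalling, PDGF and growth factor signalling, and tight junctions and adhesion. Set tests used limma's camera with a preset correlation of 0.01, and the text gives the p with an estimated correlation. Cytokine-inducible lists are the keratinocyte sheets of Table S4 (IFN-β 176, IFN-γ 141, TNF 44 and leukocyte IFN 101 probe sets). The whole-blood lists of the paper are not used here. Enrichment used Fisher's exact test against all other probe sets, scores and correlations 1e+05 permutations.

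Nonlesional and lesional arrays with the same pair number come from the same patient by the labels. Deviations from the group means had a median correlation of 0.33 within pairs (0.003 to 0.539, above 0.1 in 25 of 28 pairs) and -0.016 between arrays of different pairs, and the correlation within blocks was 0.264. In a check for mixed-up samples, 0 of 28 pairs did not match. The highest correlations between any 2 arrays were 0.993, 0.992, 0.991 and 0.991, so no 2 arrays hold the same values.

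The pair number was not in the main fit, since the paper does not state a paired test, and it was an alternative, as a fixed block over 28 pairs and as a random block. The other alternatives were quantile normalization, centring of arrays on their medians, removal of the lowest 40% of probe sets by mean, a floor at the 20th percentile (2.38), SAM with 100 permutations, a test with unequal variances and Storey's q values, array weights, a trended and robust prior, only the 2 groups compared, removal of control probe sets, other gene lists, other clustering, other count thresholds, and the mean of all probe sets of a gene. Added after seeing the data were a fit without the arrays of an actin 3'/5' ratio above 4 and a fit with that ratio as a covariate. On simulated data for lesional against nonlesional skin with 54675 probe sets, limma recovered 0, 98, 100 and 100% of probe sets changed by 1.5, 2.5, 4 and 8-fold, with 0 false calls. A call needs at least 2-fold, which by itself excludes a change of 1.5-fold and limits false calls. The values at 1.5-fold and for false calls therefore do not measure limma's power or error rate. Precision is limited by the number of arrays, and by the signal over background for probe sets near the floor.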

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

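These results are listed because a signal appears in them. Except for the last, they concern gene groups that the paper does not discuss. The last is the fall of TNF-inducible probe sets in nonlesional skin, where the paper reports no significant overexpression of such genes. The tests in this part were set before their results were seen, except the fits with the actin ratio and the sets and order of arrays in the sweat gland score, which were chosen after seeing the data.

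Cell cycle genes were up-regulated in lesional over nonlesional skin for 15 of 20 members by limma, with a list median of 1.29 on the log2 scale. RRM2, a subunit of ribonucleotide reductase, rose by 3.09 (SE 0.353, 26 of 28 pairs), the mitotic cyclin CCNB1 by 2.43 (SE 0.265, 27 pairs) and the mitotic kinase AURKA by 2.19 (SE 0.233). The list gave adjusted p = 7.73e-16 with the preset and adjusted p = 0.0513 with an estimated correlation. In nonlesional against normal skin 0 of 20 passed by limma (15 higher and 0 lower at an unadjusted p under 0.05), and against normal skin 17 of 20 were higher in lesional skin (adjusted p = 0.0101 with an estimated correlation).

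Genes of sebaceous gland and surface lipid synthesis were down-regulated in lesional compared with nonlesional skin for 12 of 15 members, with a list median of -1.57. Beside THRSP and FABP7, the neuropeptide gene GAL fell by 2.42 (SE 0.6, 24 of 28 pairs), and 0 rose (0 also at an unadjusted p under 0.05). The list gave adjusted p = 4.14e-06 with the preset and adjusted p = 0.175 with an estimated correlation, and 11 fell with the actin ratio as a covariate. The medians of other lists of appendages and deep tissue were low in this comparison too, at -1.48 for sweat glands, -1.45 for muscle and -1.15 for adipocytes.

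Sweat gland genes were lower in nonlesional than in normal skin for 5 of 8 members (6 when adjusted over the list alone, 4 without arrays of high actin ratio). In the mean score of the list, 13 of 28 nonlesional arrays lay below the lowest normal array (-1.75), down to -6.59, and the others lay from there up to 1.80, where the highest normal array was at 1.76. DCD, the sweat peptide dermcidin, was at -3.24 (SE 1.19, adjusted p = 0.0478, 17 of 28 nonlesional arrays below the normal mean), SCGB2A2, a secretoglobin, at -3.20 (SE 1.04, adjusted p = 0.0232) and PIP, a secreted protein of apocrine glands, at -3.18 (SE 0.972, adjusted p = 0.0147). DCD no longer passed with arrays centred on their medians (-3.23) or without arrays of high actin ratio (-3.50). The list gave adjusted p = 0.00208 with the preset and adjusted p = 0.438 with an estimated correlation. Of 8 adipocyte genes 2 were lower, FABP4, the fatty acid binding protein of fat cells (-2.43, SE 0.781), and G0S2 (-2.04, SE 0.712), and G0S2 missed the threshold with only the 2 groups, without arrays of high actin ratio and with that ratio as a covariate. The adipocyte list gave adjusted p = 0.111 with the preset and adjusted p = 0.754 with an estimated correlation.

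Sweat gland and adipocyte genes, 16 members with a median of -1.69 together, lie in the deep dermis and subcutis, and 1 of them, KRT77, is also in the list of differentiation keratins. RNA quality as the cause is argued against by the fit with the actin ratio as a covariate, where the median was -1.83. Less deep tissue in the psoriatic biopsies may lower both lists and stays open. In the same comparison the list medians were 0.05 for muscle, -0.07 for fibroblasts and dermal matrix and -0.75 for endothelium. Of these, only endothelium was low as well. Depth would make the sweat gland and adipocyte scores vary together only among biopsies that differ in depth, which was not measured. A weak relation among normal arrays therefore does not count against less deep tissue in the psoriatic biopsies. Among normal arrays Pearson's r was 0.16 (permutation p = 0.49) and Spearman's rho 0.174 (p = 0.45). Without the 2 arrays farthest from the median r was 0.0994. Within nonlesional and lesional skin r was 0.851 and 0.816 (permutation p = 1e-05 each, adjusted p = 1.5e-05), rho 0.833 and 0.829 (p = 1e-05 each), and r without 2 arrays 0.855 and 0.814. These values run across 2 sets of arrays in each group, made by 2-means clustering on both scores. The sets overlap in 1 of the scores (the sweat gland score in nonlesional, the adipocyte score in lesional skin). Within the lower and higher set r was 0.485 and 0.348 in nonlesional skin (n = 14 and 14, adjusted p = 0.19 and 0.29). In lesional skin r was 0.199 and 0.395 (n = 14 and 19, adjusted p = 0.49 and 0.19). Since the sets were made on these scores, a lower r within them does not count against depth. Arrays of neighbouring pair numbers were alike in the sweat gland score, with a mean difference of 1.63 against 3.1 in random order in nonlesional skin (permutation p = 5e-05) and 1.23 against 2.57 in lesional skin (p = 8e-05). A source or handling that follows the pair numbers was not tested, since suppliers are not labelled per array, and neither was a state of the glands in psoriatic skin.

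Of the 44 probe sets of the keratinocyte TNF list, 10 were lower in nonlesional than in normal skin against 0.4 expected (one-sided Fisher's exact test, p = 3.67e-12). Beside TNFAIP3 and CCL20, they name SOD2 (-1.24, SE 0.237) and RELB (-1.00, SE 0.219, picked after its value was seen). Camera gave p = 1.01e-05 with the preset and p = 0.0752 with an estimated correlation. The named genes spread more among normal than among nonlesional arrays. The SDs were 1.59 and 0.54 for TNFAIP3, 2.76 and 0.67 for CCL20, 1.2 and 0.57 for SOD2 and 1.03 and 0.5 for RELB. Source and handling of the normal biopsies, weighed below for the immediate early genes, were not tested for this list and stay open as a cause.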

How the results depend on the processing

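Most alternatives were set before their results were seen, and the 2 fits with the actin ratio were chosen after seeing the data. Over 26 results and 317 comparisons with an alternative, 312 stayed within 1.5 times the count, or kept the direction and side of the threshold. The other 5 came from other gene lists. Ward linkage is among the 312 by its count of 25 lesional arrays against 33, but its groups are others: it set 25 lesional arrays apart from the rest, where average linkage set 6 normal arrays apart. With only the probe sets not in the other interferon's list, 41 IFN-β and 16 IFN-γ probe sets were higher in lesional than nonlesional skin, and 0 and 0 were higher in nonlesional than normal skin, since the 3 that were are shared. With the leukocyte IFN list in place of the IFN-β list, 0 were lower in lesional skin. Probe sets higher in lesional than nonlesional skin ranged from 1344 with array weights to 1506 after quantile normalization, and lower ones from 1197 after quantile normalization to 1483 with the replicate block over 28 pairs. With the block as a random effect they were 1393 and 1418, and with the fixed block 1421 and 1483. In nonlesional against normal skin higher ones ranged from 387 to 443 and lower ones from 442 to 508. With the fixed block 97 in place of 78 probe sets were at least 4-fold lower, 39 in place of 33 were lower in both comparisons, and the IFN-β and TNF lists had 91 and 16 higher in place of 90 and 15. Among the gene lists the random block changed 4 counts: 4 adipocyte genes in place of 1 and 4 sweat gland genes in place of 3 were lower in lesional than nonlesional skin with the block, and in nonlesional against normal skin 2 late envelope genes in place of 1 were higher and 3 adipocyte genes in place of 2 lower. Over 240 values of named genes and 1561 comparisons, 1501 were unchanged in call, 36 lost their call with the same direction, 2 gained it, 22 values not past the threshold changed sign and 0 reversed. Of those that lost it, 15 did as the mean of all the gene's probe sets, where probe sets differ in level. CXCL8 in nonlesional against normal skin gained its call with only the 2 groups compared. Values near the floor of 2.38 have no measurable signal over background, which limits what can be said of the type I IFN genes and of cytokines at that level.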

Differences from the paper's values

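The tests behind this part were set before their results were seen. Over the probe sets of the paper's tables, 198 in each comparison, the median absolute difference from the paper's log2 fold change was 0.031 in lesional against nonlesional and 0.02 in nonlesional against normal skin, and the largest 0.16 and 0.14. The sign differed for 2 probe sets, both near 0 and in nonlesional against normal skin.

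A probe set of RSAD2 is 0.00364 in the paper and -0.0219 here. Of the alternatives set before the data were examined, quantile normalization (-0.00124) and arrays centred on their medians (-0.00837) differ in sign as well. The fit of only the 2 groups has the same group means, so its value (-0.0219) is the same and is no check of the sign. A probe set of OASL is 0.00477 in the paper and -0.0130 here. Its sign does not differ after quantile normalization or with arrays centred on their medians, and the fit of only the 2 groups again gives the same value.

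The paper's text states 1408 and 1465 probe sets higher and lower in lesional than nonlesional skin, with 1372 and 1388 here, and 460 and 489 in nonlesional against normal skin, with 425 and 468 here. None of these counts differs by over 1.5 times. The paper's count of probe sets lower in both comparisons is 43 and 33 here. It was 41 with SAM, the test the paper names, 39 with the test of unequal variances, with the fixed block and without the lowest 40% of probe sets, and 38 with the random block and with array weights. With only the 2 groups compared it was 28, more than 1.5 times under the paper's. The paper's 36 probe sets higher in both are 34 here, and 36 without the lowest 40% of probe sets.

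The paper states that both chains of the type I IFN receptor were overexpressed in lesional skin. IFNAR1 was at -0.18 and IFNAR2 at -0.03 here, on 1 probe set each, while IRF1, ISG15 and IFI6 of the same statement passed the threshold. By another assay the paper also reports both chains raised in lesional over normal skin. In that comparison the same probe sets were at -0.57 for IFNAR1 (adjusted p = 0.000221 by limma) and -0.43 for IFNAR2 (adjusted p = 0.0393), short of 2-fold. It states a rise for CD4, which was at 0.55 here, with an adjusted p under 0.05 and under 2-fold. It states suppression of the estrogen receptor pathway, and ESR1 itself was at 0.08.

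The paper states a slight fall of IL-8 in nonlesional skin. CXCL8 was at -1.25 with an adjusted p of 0.116 here, and at 0.016 with only the 2 groups compared. Its text states that SERPINB4 was unaltered in nonlesional skin, while the legend of its Fig. 3 gives a p under 0.05 for that comparison. Here SERPINB4 was 1.87 higher (adjusted p = 0.0238), and its adjusted p was 0.0648 with only the 2 groups compared.

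The paper states that IFN-γ and TNF mRNA were raised in nonlesional compared with normal skin by another assay. On the arrays IFNG was at -0.02 and TNF at -0.07, both with levels near the floor, so the arrays cannot decide this.

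The paper states that all lesional biopsies fell into a cluster apart from normal and nonlesional skin. Here average linkage with a correlation distance on the keratinocyte list set 6 normal arrays apart from the rest. That distance does not use the size of a change, so it cannot test whether the magnitude in lesional skin is distinct. Ward linkage with Euclidean distance, a setting from before the data were examined, set 25 of 33 lesional arrays apart. The keratinocyte list is not the paper's, but with the probe sets of its Table 1 the correlation distance also set only normal arrays (11) apart.

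The paper gives correlation coefficients of at least 0.918 for the counts per biopsy, and the values here were 0.985, 0.803 and 0.829 on other lists.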

Other observations

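The tests of this part were set before their results were seen, except the fits with the actin ratio and the partial correlations without shared probe sets, which were chosen after seeing the data.

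The keratin gene KRT16 and the genes of the inducible cornified envelope rose in lesional over nonlesional skin. KRT16, a keratin of hyperproliferation, rose by 4.56 on the log2 scale (SE 0.372, 27 of 28 pairs) and was the only member of its list measured by a probe set of its own. All 10 genes of the inducible cornified envelope rose, with a median of 4.13 (adjusted p = 0.000987 with an estimated correlation), and 3 of the 10 rose in nonlesional over normal skin (adjusted p = 0.438). Of 9 terminal differentiation genes 3 fell, KRT77, FLG2 (-1.21, SE 0.338) and LCE1B (-1.01, SE 0.367), and 0 rose by limma (1 higher at an unadjusted p under 0.05; adjusted p = 0.394). LCE1B fell just short with arrays centred on their medians (-0.99) and missed the threshold with both fits on the actin ratio. In nonlesional over normal skin LCE1B was the 1 of 9 that rose (1.20, SE 0.412), and it missed the threshold with only the 2 groups (adjusted p 0.0577) and with both fits on the actin ratio. SPRR3 rose there by 1.06 and missed the threshold in 5 settings, for example after quantile normalization (adjusted p 0.0577).

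Of 3 Langerhans cell genes EPCAM fell in lesional compared with nonlesional skin (-1.50, SE 0.244), while CD207 was at -0.74 (adjusted p = 0.065) and CD1A at -0.32 (adjusted p = 0.408). Of 9 genes of plasmacytoid dendritic cells, GZMB (3.22, SE 0.245) and IRF7 rose and the cell type's receptors CLEC4C and LILRA4 were at 0.19 and 0.24 (list adjusted p = 0.0787 with an estimated correlation). Of 7 muscle genes 4 fell, MYH11 by 1.74 (SE 0.371), CNN1 by 1.70 (SE 0.414), ACTG2 by 1.66 (SE 0.438) and DES by 1.45 (SE 0.374), of which MYH11, ACTG2 and DES did not reach 2-fold as the mean of their probe sets (adjusted p = 0.228). Of 11 fibroblast genes POSTN (-1.55, SE 0.313) and FBLN1 (-1.20, SE 0.291; -0.92 as the mean of its probe sets, short of 2-fold) fell (adjusted p = 0.707), of 8 adipocyte genes LPL (-1.47, SE 0.51, adjusted p = 0.566 for the list; 4 fell with the block) and of 8 sweat gland genes KRT77, SCGB1D2 and MUC7 (-1.14, SE 0.378, adjusted p = 0.318 for the list; 4 fell with the block). MUC7 was at -0.57 as the mean of its probe sets, short of 2-fold. Of 9 clock genes CRY2 fell by 1.29 (SE 0.138, adjusted p = 0.0519 for the list).

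Lists with 0 members past the threshold in lesional against nonlesional skin by limma, with their numbers higher and lower at an unadjusted p under 0.05, were B and plasma cells (1 and 0 of 5, adjusted p = 0.707 with an estimated correlation), melanocytes (1 and 0 of 4, 0.988), endothelium (0 and 4 of 7, 0.534), heat shock (4 and 0 of 6, 0.397), hypoxia (5 and 2 of 13, 0.707), IFN-γ and TNF with receptors (4 and 0 of 6, 0.394) and type I IFN genes (9 and 0 of 14, 0.605). No type I IFN gene moved by more than 0.04, with IFNK at 0.03. Their mean levels in lesional skin ran from 2.04 for IFNA14 to 2.62 for IFNK, near the floor. The arrays therefore cannot decide whether these genes changed. By another assay the paper reports mRNAs of several type I IFNs, IFN-κ among them, raised in lesional over normal skin. Of immediate early genes 1 rose in that comparison, SOCS3 by 1.78 (SE 0.356; 0.55 as the mean of its probe sets, short of 2-fold), and 1 fell, FOS (SE 0.405, adjusted p = 0.762 for the list).

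In nonlesional compared with normal skin, 5 of 13 hypoxia genes fell beside the immediate early genes (adjusted p = 0.223 with an estimated correlation), among them ADM, which encodes adrenomedullin (-2.43, SE 0.28), SLC2A3 and PFKFB3 (-1.38). NFIL3 (-2.22, SE 0.226) was the 1 clock gene that fell (0.931). Of immune lists, CD69 fell by 1.67 among T cells (0.827), CCL20 and CCL2 (-1.62) among T cell chemokines (0.861), CD83 by 1.27 among dendritic cells and macrophages (0.82), CXCL2 among neutrophil attractants (0.712), IRAK2 by 1.33 in the IL-1 list (0.854; IRAK2 at -0.46 as the mean of its probe sets, short of 2-fold) and IL6 by 2.64 (SE 0.437) among the cytokines (0.754). MLANA rose by 1.41 among melanocyte genes (0.438), and CLDN5 fell by 1.05 in endothelium (0.461; short of the threshold at -0.97 with the actin ratio as a covariate), MB by 1.13 in muscle (0.974) and SFRP1 by 1.65 in WNT signalling (0.754). In the adhesion list CDHR1 and CNTNAP3 (1.21, SE 0.26) rose and CLDN5 fell (0.86). With 0 past the threshold by limma stood Langerhans cells (0 higher and 1 lower at an unadjusted p under 0.05, 0.754), plasmacytoid dendritic cells (0 and 2, 0.754), neutrophils (0 and 1, 0.754), B and plasma cells (0 and 0, 0.931), sebaceous lipid synthesis (0 and 3, 0.86), fibroblasts (0 and 0, 0.999), heat shock (1 and 5, 0.438), PDGF signalling (0 and 3, 0.754), the type I IFN pathway (1 and 5, 0.754), type I IFN genes (0 and 1, 0.82) and IFN-γ and TNF with receptors (0 and 4, 0.438). The numbers in parentheses after each list are adjusted p-values with an estimated correlation.

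Against normal skin, 1778 probe sets were higher and 2126 lower in lesional skin by limma. Among the largest rises were those of SERPINB4 (9.96, SE 0.588), of the probe set that the paper's tables name DEFB4 (9.73, SE 0.502), of S100A7A (8.72, SE 0.442) and of S100A9 (7.43), and among the largest falls those of THRSP (-5.09), SCGB1D2 (-5.00), PIP (-4.82) and FOS (-4.37). CD207 was lower by 1.09 (adjusted p = 0.0118). Of 4 melanocyte genes 3 were higher, PMEL by 1.26, MLANA by 1.17 and TYRP1 by 1.07 (adjusted p = 0.274 with an estimated correlation), and 2 without arrays of high actin ratio.

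The immediate early genes were lower in nonlesional than in normal skin with a list median of -2.02, and in lesional skin with -2.01. RNA quality is argued against by the covariate fit, where the median was -2.12 and 18 of 21 members fell, and without arrays of high actin ratio 17 fell (median -2.16). By the paper's methods, most normal biopsies came from other suppliers than the pairs of patients did. Handling may differ as well, and source and handling stay open as a cause. The normal arrays spread 2.74 times as widely in the list's score as the nonlesional arrays (permutation p = 1e-04, the smallest these permutations can give), which such a difference would give, but suppliers are not labelled per array and cannot be told apart from disease. A state of psoriatic skin was not tested and stays open too.

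The counts of cytokine-inducible probe sets per pair rose and fell together. Shared probe sets as the whole cause are argued against, since r of the IFN-β and IFN-γ counts without them was 0.835. The overall strength of a lesion, as measured by a pair's count over all other probe sets, is argued against as the whole cause too: given that count the partial r of the 3 relations was 0.98, 0.73 and 0.771, and without shared probe sets 0.753, 0.613 and 0.618 (adjusted p = 6e-05, 0.00092 and 0.00092), or 0.732, 0.516 and 0.534 given the count over the other up-regulated probe sets. Whether it is part of the cause stays open. Random lists matched on level and lesional fold change were set in place of the TNF list. Their median r against the IFN-β count was 0.529 (0.301 to 0.714, 1000 lists) where the observed r was 0.803. In place of the IFN-γ list it was 0.554 (0.431 to 0.648) where the observed r was 0.985. For either, 0 of 1000 lists lay at or above the observed r, so random lists gave a lower but positive relation. These observed values include the shared probe sets. Without them r with the IFN-β count was 0.728 for TNF, just above the 0.714, and 0.835 for IFN-γ.

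Whether the counts of calls could arise from other groupings of the same arrays was tested with 100 splits each, the real included. A count as large came from 1 split, the real, for 1372, 1388, 303 and 78 probe sets in lesional against nonlesional skin (highest other split 0), for 425 and 468 in nonlesional against normal skin (highest other 74 and 4) and for 1778 and 2126 in lesional against normal skin (highest other 112 and 300). The same held for the IFN-β list (90 higher), the IFN-γ list (65) and the TNF list (15 higher in lesional and 10 lower in nonlesional skin), each with 0 as the highest of the others, so chance in the grouping of arrays is excluded for these counts. The overlaps of 34 and 33, the 17 among the top 100 and the smaller counts of the lists (IFN-β 3 lower in lesional and 3 higher in nonlesional skin, IFN-γ 1 and 3, TNF 2 lower in lesional skin) were also reached by 1 split, with 0 as the highest other. Since the other splits called few probe sets or none, this says nothing on whether any of these lists overlap or are enriched beyond their size, the larger counts included, and the smaller counts lay near those of independent lists (4.5, 1.4, 3.6, 1.1 and 1.1). For the 0 TNF probe sets higher in nonlesional skin, 100 of 100 splits gave as many. When the 2 arrays of pairs were exchanged at random in lesional against nonlesional skin, the highest count of the other splits was 0.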
